# Trimethylamine N-oxide impairs β-cell function and glucose tolerance

**DOI:** 10.1038/s41467-024-46829-0

**Published:** 2024-03-21

**Authors:** Lijuan Kong, Qijin Zhao, Xiaojing Jiang, Jinping Hu, Qian Jiang, Li Sheng, Xiaohong Peng, Shusen Wang, Yibing Chen, Yanjun Wan, Shaocong Hou, Xingfeng Liu, Chunxiao Ma, Yan Li, Li Quan, Liangyi Chen, Bing Cui, Pingping Li

**Keywords:** Diabetes, Diabetes, Calcium and phosphate metabolic disorders

## Abstract

β-Cell dysfunction and β-cell loss are hallmarks of type 2 diabetes (T2D). Here, we found that trimethylamine N-oxide (TMAO) at a similar concentration to that found in diabetes could directly decrease glucose-stimulated insulin secretion (GSIS) in MIN6 cells and primary islets from mice or humans. Elevation of TMAO levels impairs GSIS, β-cell proportion, and glucose tolerance in male C57BL/6 J mice. TMAO inhibits calcium transients through NLRP3 inflammasome-related cytokines and induced Serca2 loss, and a Serca2 agonist reversed the effect of TMAO on β-cell function in vitro and in vivo. Additionally, long-term TMAO exposure promotes β-cell ER stress, dedifferentiation, and apoptosis and inhibits β-cell transcriptional identity. Inhibition of TMAO production improves β-cell GSIS, β-cell proportion, and glucose tolerance in both male *db/db* and choline diet-fed mice. These observations identify a role for TMAO in β-cell dysfunction and maintenance, and inhibition of TMAO could be an approach for the treatment of T2D.

## Abstract (web summary)

β-Cell dysfunction is a hallmark of type 2 diabetes. Here, the authors show that trimethylamine N-oxide (TMAO (a microbiota metabolite)) induces β-cell dysfunction and type 2 diabetes in mice through NLRP3 inflammasome activation and calcium transients.

## Introduction

Type 2 diabetes (T2D) is a global health problem, and its prevalence is increasing steadily each year. T2D is a chronic and progressive disease characterized by insulin resistance and/or insufficient insulin secretion resulting from β-cell dysfunction and decreases in β-cell mass^1–3^. Although both factors play a role, decreased β-cell function and β-cell mass are the predominant factors for progression to T2D^3^. Pioneering studies have shown that β-cell function is already reduced to 50 to 80% of normal at the time of T2D onset^4^. Reduced β-cell function, manifested as decreased glucose-stimulated insulin secretion (GSIS), is a prerequisite for the progression from normal glucose tolerance to hyperglycemia^5–7^. Pancreatic β-cells secrete insulin in a biphasic manner, first- and second-phase insulin secretion, and first-phase insulin release is almost lost in patients with impaired glucose tolerance or in the early stages of T2D^8^. Mounting evidence suggests that the loss of β-cell function in stressed islets results not only from β-cell death but also from changes in the expression of genes that define β-cell identity and state of differentiation^9–11^.

The gut microbiota is associated with a variety of diseases, including obesity, insulin resistance, diabetes, and nonalcoholic fatty liver disease (NAFLD). Changes in the human gut microbiota impact β-cell function^12^. Dietary factors, such as choline, phosphatidylcholine and L-carnitine, can be metabolized by gut microbes to produce trimethylamine (TMA). TMA is then carried via the portal circulation to the liver, where it is rapidly converted by host hepatic flavin mono-oxygenase 3 (FMO3) into trimethylamine N-oxide (TMAO)^13^. Diabetes is associated with higher TMAO plasma levels in mice and humans^14,15^. In insulin-resistant mice fed a high-fat diet (HFD) or in leptin knockout mice, elevation of TMAO through diet significantly exacerbated insulin resistance in these mice^16,17^. Knockdown or inhibition of Fmo3, the TMAO-producing enzyme, prevented insulin resistance in liver insulin receptor knockout (LIRKO) mice and inhibited obesity in HFD-fed mice^18,19^. Whether TMAO at a pathological dose directly impairs β-cell function in vivo remains unclear.

Here, we reported that TMAO inhibited β-cell GSIS, promoted β-cell dedifferentiation and apoptosis and repressed transcriptional identity. Short-term TMAO stimulation decreased oxidative phosphorylation (OXPHOS) and ATP production, reduced sarco/endoplasmic reticulum ATPase type 2 (Serca2) through NLR family pyrin domain containing 3 (NLRP3) inflammasome-related inflammatory cytokines, and subsequently inhibited glucose-stimulated calcium transients. Long-term TMAO treatment resulted in ER stress and β-cell dedifferentiation. A reduction in the TMAO concentration by knockdown of Fmo3 improved GSIS and the β-cell proportion in both diabetic *db/db* mice and choline diet-fed mice. Together, these findings suggest that the gut microbiota metabolite TMAO/FMO3 might be a valuable drug target for the treatment of β-cell dysfunction and T2D.

## Results

### TMAO had elevated levels in diabetic mice and subjects with diabetes and inhibited GSIS in islets

We measured TMAO levels and found that the TMAO level was increased 2.5-fold in 9-week-old leptin receptor-deficient diabetic (*db/db*) mice (Fig. 1a). Both the RNA and protein levels of Fmo3 were also largely increased in the livers of the *db/db* mice compared with the control mice (Fig. 1b, c), with similar *Fmo3* mRNA levels in other tissues (Supplementary Fig. 1a). The *db/db* mice had severely impaired glucose tolerance and reduced GSIS and C-peptide levels at 10 min after an oral glucose challenge (Supplementary Fig. 1b–d). Interestingly, in HFD-fed mice, which are insulin resistant but not diabetic, plasma TMAO levels (22 weeks of HFD feeding) were decreased rather than increased (Supplementary Fig. 1e). Similarly, hepatic *Fmo3* mRNA and pancreatic TMAO levels were unchanged or decreased (19 weeks of HFD feeding, Supplementary Fig. 1f, g). This finding suggested that TMAO and Fmo3 levels are elevated in diabetes.

**Fig. 1:**
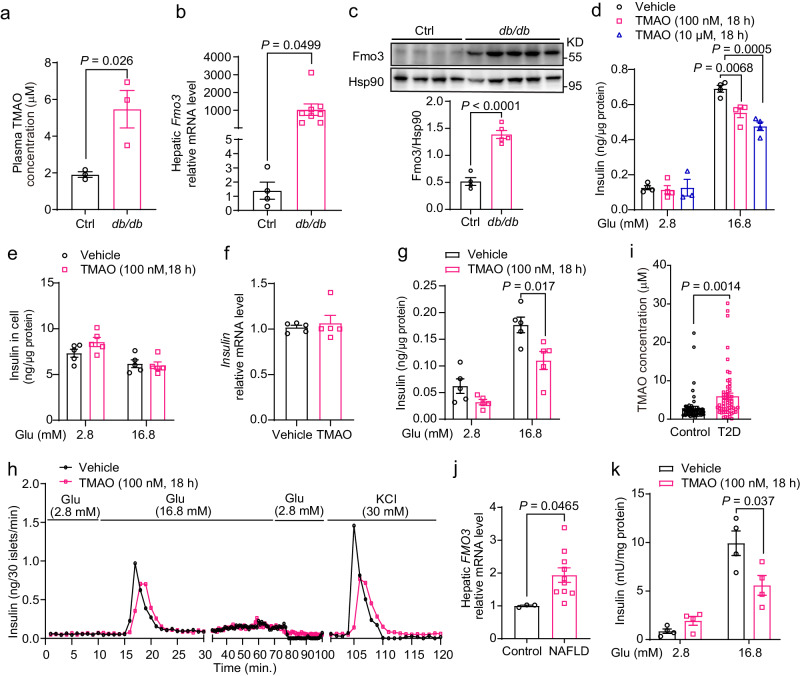
TMAO was elevated in diabetic mice and subjects with diabetes and inhibited glucose-stimulated insulin secretion in islets. **a** Plasma TMAO concentration in 9-week-old male control and *db/db* mice. *n* = 3 mice. **b** Hepatic *Fmo3* mRNA levels in 15-week-old male control (*n* = 4 mice) and *db/db* mice (*n* = 8 mice). **c** Hepatic Fmo3 protein levels in 15-week-old male control (*n* = 4 mice) and *db/db* mice (*n* = 5 mice). **d** GSIS in MIN6 cells treated with or without TMAO (100 nM and 10 μM, 18 h). *n* = 3 (10 μM TMAO at 2.8 mM Glu) or 4 (others) biologically independent cell samples. **e** Intracellular insulin levels in MIN6 cells treated with or without TMAO (100 nM) for 18 h during GSIS. *n* = 5 biologically independent cell samples. **f** Intracellular *insulin* mRNA levels in MIN6 cells treated with or without TMAO (1 μM) for 24 h. *n* = 5 biologically independent cell samples. **g** GSIS in mouse primary islets treated with or without TMAO (100 nM, 18 h). *n* = 5 biologically independent islet samples. **h** Insulin levels measured during the perifusion of isolated mouse islets. *n* = 3 independent experiments. The levels of insulin secretion were measured after adding 2.8 mM glucose and 16.8 mM glucose during perifusion. The addition of 30 mM KCl led to membrane depolarization, which increased insulin secretion. **i** Serum TMAO concentration in control and T2D subjects. *n* = 60 subjects. **j** Hepatic *FMO3* mRNA levels in control (*n* = 3 subjects) and NAFLD subjects (*n* = 10 subjects). **k** GSIS in human primary islets treated with or without TMAO (100 nM, 18 h). *n* = 4 biologically independent samples. Statistical significance was calculated (**a**–**d**, **g**, **i**–**k**) by two-sided Student’s *t*-test. The data are presented as mean ± SEM. Mice: C57BL/6 J, 12 weeks old (**g**, **h**). Glu, glucose. Source data are provided as a Source Data file.

Next, we explored the direct effect of TMAO on β-cell GSIS. MIN6 cells, mouse-derived insulin-secreting β-cells, were treated with or without TMAO (100 nM or 10 μM), followed by GSIS experiments. The results showed that 12 h and 18 h of TMAO treatment substantially inhibited GSIS (~30%, Fig. 1d and Supplementary Fig. 1h), with no change in cell viability (Supplementary Fig. 1i), intracellular insulin content (Fig. 1e), or *insulin* mRNA levels (Fig. 1f). Additionally, TMAO slightly inhibited arginine- but not GLP-1-stimulated insulin secretion (Supplementary Fig. 1j). In isolated primary islets from C57BL/6 J mice, TMAO treatment (100 nM, 18 h) significantly inhibited insulin secretion by glucose and KCl (Fig. 1g, h). Consistently, the GSIS response in the islet perifusion experiment curves revealed that insulin secretion in the first phase was strongly inhibited by TMAO (Fig. 1h). Moreover, TMAO (100 nM, 18 h) had no effect on ER stress, as reflected by p-PERK, p-eIF2α, p-IRE1, XBP1s and ATF6 expression in MIN6 cells (Supplementary Fig. 1k).

Importantly, the serum TMAO concentration in the T2D subjects was 2-fold higher than that in the controls (Fig. 1i). Hepatic *FMO3* mRNA levels were doubled in the NAFLD subjects compared to the controls (Fig. 1j). Consistently, GSIS in human primary islets was reduced by approximately 40% with TMAO (100 nM, 18 h) treatment (Fig. 1k).

Together, these results indicated that TMAO levels were elevated in diabetes and impaired β-cell function in islets from both mice and human subjects.

### Elevation of TMAO levels by dietary choline feeding impaired GSIS and β-cell maintenance in C57BL/6 J mice

To determine whether these in vitro results translated to in vivo conditions, we fed C57BL/6 J mice a chow diet (0.08% choline) or a choline diet (1% choline, Fig. 2a), which increases the plasma TMAO content^20^. The body weight and epididymal white adipose tissue (epi-WAT) weight of the choline diet-fed mice were slightly higher (Supplementary Fig. 2a, b), with no significant difference in food intake between the two groups of mice (Supplementary Fig. 2c). After 4 weeks of choline diet feeding, the plasma TMAO concentration in the choline group reached 18.9 μM, which was higher than that in the controls (2.3 μM, Fig. 2b). The choline diet-fed mice became glucose intolerant (Fig. 2c), with impaired GSIS reflected by the almost complete blockade of insulin secretion at 2 min after the glucose challenge (Fig. 2d, e). Similarly, the increase in plasma C-peptide levels 2 min after glucose stimulation was also reduced in the choline diet-fed mice (Fig. 2f, g). However, the intraperitoneal injection insulin tolerance test (IPITT) showed that insulin sensitivity in the two groups was similar (Supplementary Fig. 2d). Furthermore, we performed a hyperglycemic clamp, the gold standard for evaluating pancreatic islet function, in these mice. Blood glucose and the glucose infusion rate (GIR) in the two groups of mice were comparable (Supplementary Fig. 2e, f), indicating no change in insulin sensitivity. However, the plasma insulin level of the choline diet-fed mice during the hyperglycemic clamp was significantly lower than that of the control mice, with a 60% reduction in the area under the curve (AUC) of first-phase insulin secretion and a 24% reduction in the AUC of second-phase insulin secretion (Fig. 2h–j). Consistently, GSIS was also impaired in islets isolated from the choline diet-fed mice compared to those from the controls (Fig. 2k). These results indicated that the choline diet impaired β-cell function and glucose tolerance but not insulin sensitivity in C57BL/6 J mice.

**Fig. 2:**
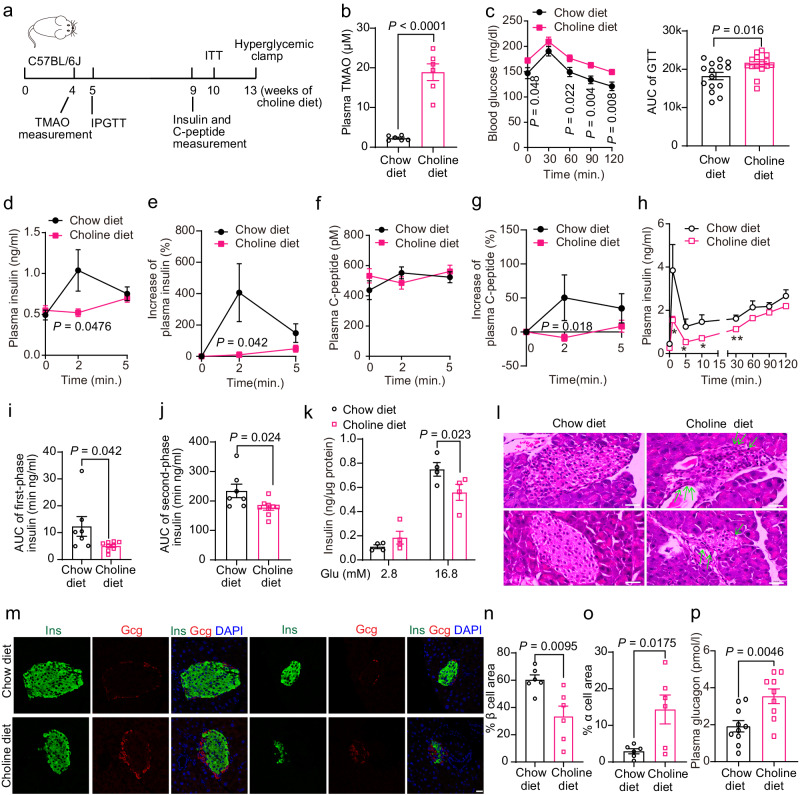
A choline diet elevated plasma TMAO levels and impaired β-cell function and β-cell maintenance in C57BL/6 J mice. **a** Schematic diagram of tests in male mice during chow diet and choline diet feeding. **b** Plasma TMAO concentration of male chow- and choline diet-fed (4 weeks) mice. *n* = 6 mice. **c** IPGTT of chow- and choline diet-fed (5 weeks) mice. *n* = 15 mice. The glucose dose was 2 g/kg of body weight. This step was followed by determining the AUC of the GTT. **d**–**g** Plasma insulin (**d**), increase in plasma insulin (%, **e**), C-peptide (**f**) and increase in C-peptide (%, **g**) in male chow- and choline diet-fed (9 weeks) mice after 0, 2, and 5 min of intraperitoneal injection of glucose. *n* = 15 mice (**d**, **e**); *n* = 7 mice (**f**, **g**). **h**–**j** Plasma insulin and AUC of first-phase (0–5 min) and second-phase (5–120 min) insulin levels during hyperglycemic clamp of male chow- (*n* = 7 mice) and choline diet-fed (13 weeks) mice (*n* = 9 mice). **k** GSIS of primary islets from male chow- and choline diet-fed (10 weeks) mice. *n* = 4 biologically independent islet samples. **l** Pancreatic HE staining in male chow- and choline diet-fed (13 weeks) mice. The arrowhead indicates inflammatory cells. Scale bar, 100 μm. **m**–**o** Immunofluorescence of insulin (green), glucagon (red), and DAPI (blue) in paraffin-embedded pancreas sections from male chow- and choline diet-fed mice (**m**). This analysis was followed by measurements of % β-cell area (**n**) and % α cell area (**o**). *n* = 6 mice. Scale bar, 20 μm. **p** Plasma glucagon levels of male chow- (*n* = 10 mice) and choline diet-fed (6 weeks) mice (*n* = 9 mice). Statistical significance was calculated (**b**–**e**, **g**–**k**, **n**–**p**) by two-sided Student’s *t*-test. *P* values in (**h**) denoted by asterisks (from left to right): *P* = 0.049, *P* = 0.046, *P* = 0.026, *P* = 0.006. Mice: C57BL/6 J, choline diet feeding from 8 weeks old (**a**–**p**). Ins, insulin; Gcg, glucagon; AUC, area under the curve. Source data are provided as a Source Data file.

Next, we evaluated the effect of a choline diet on islet morphology in these mice. Hematoxylin-eosin (HE) staining showed that the islets of the choline diet-fed mice exhibited irregular islet shapes, and the islets were atrophied; the islet cells had various sizes and shapes, the boundaries were unclear, the arrangement was disordered, and the number was evidently reduced; some of the nuclei were pyknotic and divided (Fig. 2l). Moreover, we observed inflammatory cell infiltration in islets from the mice fed a choline diet (Fig. 2l), and the expression of inflammatory genes, such as *Tnf* and *Adgre1*, in the pancreas from the choline group was notably increased (Supplementary Fig. 2g). Strikingly, immunofluorescence showed that insulin staining decreased by 45% and glucagon staining increased by 3 times (Fig. 2m–o), along with higher plasma glucagon and α-cell mass and lower β-cell mass (Fig. 2p and Supplementary Fig. 2h, i). Contrary to the findings in MIN6 cells, TMAO had no effect on glucagon secretion in the α cell line αTC1-6 (Supplementary Fig. 2j).

### Reduction in TMAO levels by genetic deletion of Fmo3 in C57BL/6 J mice augmented insulin secretion

To further confirm that TMAO impairs β-cell function and glucose tolerance, we examined global Fmo3 knockout (*Fmo3*^*−/−*^) mice generated through CRISPR‒Cas9-mediated gene editing^19^ and fed them a choline diet (Fig. 3a). Hepatic *Fmo3* mRNA levels were decreased by ~80% in the *Fmo3*^−/−^ mice, with an ~60% reduction in Fmo3 protein levels (Fig. 3b and Supplementary Fig. 3a). Consistently, plasma TMAO levels were reduced by ~80% (Fig. 3c), whereas there were no differences in food intake, body weight or tissue weight between the groups (Supplementary Fig. 3b–d). The *Fmo3*^*−/−*^ mice exhibited improved glucose tolerance during the intraperitoneal injection glucose tolerance test (IPGTT) after 9 weeks of choline diet feeding (Fig. 3d). These two groups exhibited similar insulin sensitivity, as shown by insulin tolerance tests (ITTs) (Supplementary Fig. 3e). In addition, the increases in plasma insulin and C-peptide levels 2 min after intraperitoneal injection of glucose were improved in the *Fmo3*^*−/−*^ choline diet-fed mice (Fig. 3e, f). Moreover, the hyperglycemic clamp further proved that the plasma insulin levels of the *Fmo3*^*−/−*^ choline diet-fed mice 1 min after glucose injection through the jugular vein were largely increased compared to those of the control mice (Fig. 3g, h). Blood glucose and GIR in the two groups of mice were comparable (Supplementary Fig. 3f, g), indicating no change in insulin sensitivity. Consistently, Fmo3 knockout led to 40% increased insulin staining in the pancreas, along with elevated β-cell mass, indicating improved β-cell reduction (Fig. 3i–k and Supplementary Fig. 3h, i). Collectively, these data showed that Fmo3 deficiency in choline-fed mice improved islet morphology, β-cell function and glucose intolerance.

**Fig. 3:**
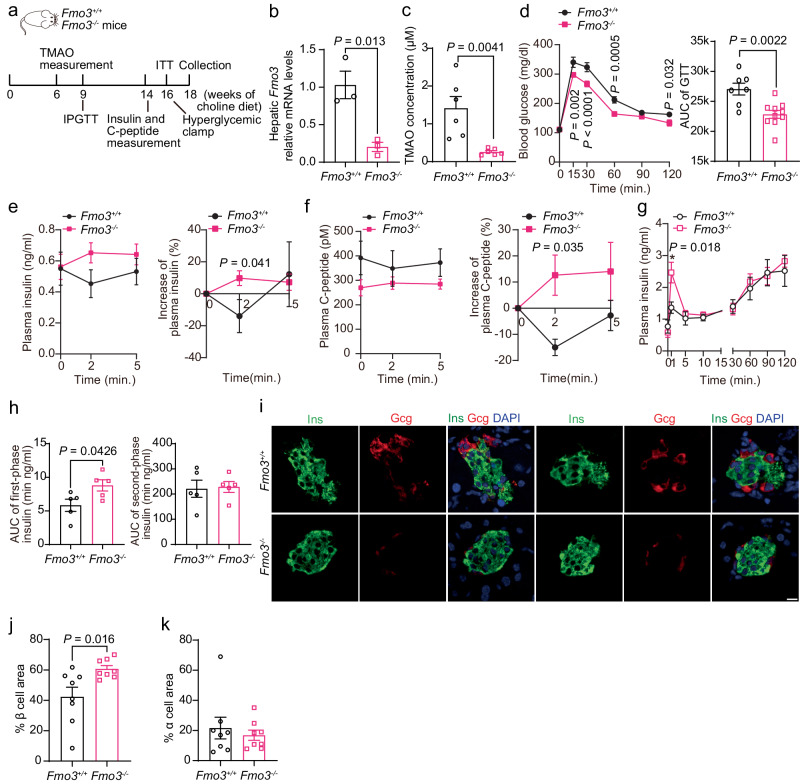
Genetic knockdown of Fmo3 improved β-cell function, β-cell loss and glucose homeostasis in choline diet-fed mice. **a** Schematic diagram of tests in male *Fmo3*^*+/+*^ and *Fmo3*^*−/−*^ mice fed a choline diet. **b** Hepatic *Fmo3* mRNA levels in male *Fmo3*^*+/+*^ and *Fmo3*^*−/−*^ mice. *n* = 3 mice. **c** Plasma TMAO levels in male *Fmo3*^*+/+*^ and *Fmo3*^*−/−*^ mice after 6 weeks of a choline diet. *n* = 6 mice. **d** IPGTTs of male choline diet-fed (9 weeks) *Fmo3*^*+/+*^ (*n* = 7 mice) and *Fmo3*^*−/−*^ mice (*n* = 10 mice). Then, the AUC of the GTT was determined. **e** Plasma insulin levels and increases in plasma insulin (%) after intraperitoneal injection of glucose for 0, 2, and 5 min in male choline diet-fed (14 weeks) *Fmo3*^*+/+*^ and *Fmo3*^*−/−*^ mice. *n* = 7 mice. **f** Plasma C-peptide levels and increases in plasma C-peptide (%) after intraperitoneal injection of glucose for 0, 2, and 5 min in male choline diet-fed (15 weeks) *Fmo3*^*+/+*^ (*n* = 6 mice) and *Fmo3*^*−/−*^ mice (*n* = 10 mice). **g**, **h** Plasma insulin levels and AUC of first-phase (0–5 min) and second-phase (5–120 min) insulin levels during hyperglycemic clamp in male choline diet-fed (18 weeks) *Fmo3*^*+/+*^ and *Fmo3*^*−/−*^ mice. *n* = 5 mice. **i**–**k** Immunofluorescence of insulin (green), glucagon (red) and DAPI (blue) in male *Fmo3*^*+/+*^ and *Fmo3*^*−/−*^ choline diet-fed (18 weeks) mice (**i**). This step was followed by measurements of % β-cell area (**j**) and % α cell area (**k**). *n* = 8 mice. Scale bar, 10 μm. Statistical significance was calculated (**b**–**h**, **j**) by two-sided Student’s *t*-test. The data are presented as mean ± SEM. Mice: C57BL/6 J, choline diet feeding from 8 weeks old (**a**–**k**). Source data are provided as a Source Data file.

### TMAO inhibited glucose-stimulated ATP production and cytosolic calcium transients

Generally, glucose enters β-cells and yields ATP through glycolysis and the tricarboxylic acid cycle (TCA). The relative increase in the ratio of ATP to ADP leads to the closure of the K_ATP_ channel. In turn, this change activates voltage-dependent calcium channels (VDCCs) to allow the influx of calcium that constitutes the triggering pathway required for insulin secretion. TMAO did not alter the glucose transporter *Glut2* mRNA level or glucose uptake in MIN6 cells (Supplementary Fig. 4a, b), whereas it significantly decreased the ATP content in MIN6 cells and primary islets from C57BL/6 J mice (Fig. 4a, b, and Supplementary Fig. 4c). Further studies showed that TMAO attenuated mitochondrial OXPHOS and promoted glycolysis, as shown by the oxygen consumption rate (OCR, Fig. 4c) and extracellular acidification rate (ECAR, Fig. 4d) curves, which contributed to the obvious decrease in ATP levels in MIN6 cells. The calculated OCR and ECAR curves suggested that TMAO remarkably inhibited mitochondrial spare respiratory capacity (Fig. 4e) and increased glycolytic capacity (Fig. 4f). These results indicated that mitochondrial function was impaired after TMAO treatment.

**Fig. 4:**
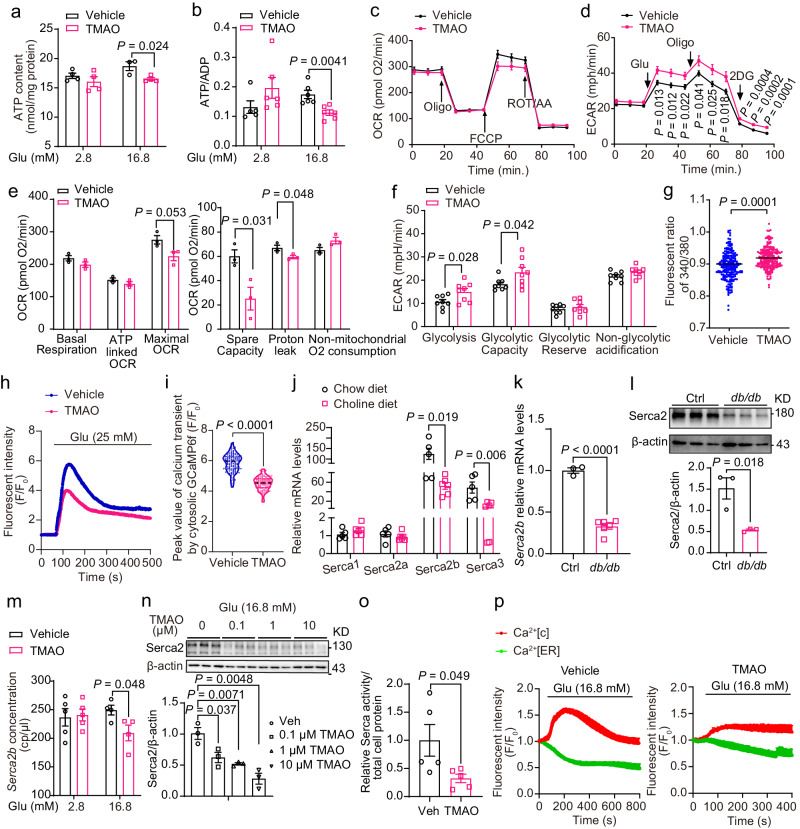
TMAO inhibited glucose-stimulated mitochondrial respiration and cytosolic calcium transients. **a** ATP content in MIN6 cells treated with or without TMAO (1 μM, 18 h). *n* = 3 (vehicle at 16.8 mM Glu), or 4 (others) biologically independent cell samples. **b** ATP/ADP in MIN6 cells treated with or without TMAO (100 nM, 6 h). *n* = 5 (vehicle at 2.8 mM Glu), or 6 (others) biologically independent cell samples. **c**–**f **OCR (**c**, **e**) and ECAR (**d**, **f**) of MIN6 cells treated with or without TMAO (100 nM, 18 h) by a Seahorse XFe96 analyzer. *n* = 3 (**c**, **e**), or 8 (**d**, **f**) biologically independent cell samples. **g** Resting state cytoplasmic calcium in MIN6 cells treated with (*n* = 222) or without (*n* = 223) TMAO (100 nM, 18 h). **h**, **i** Cytosolic calcium dynamics (**h**) and peak value of cytosolic calcium transient (**i**) stimulated by high glucose (25 mM) in β cells of Ins1-GCaMP6f mouse primary islets treated with (*n* = 22 in (**h**); *n* = 105 in (**i**)) or without (*n* = 46 in (**h**); *n* = 131 in (**i**)) TMAO (100 nM, 18 h). **j** *Serca* mRNA levels in islets isolated from male chow- and choline diet-fed (13 weeks) mice. *n* = 5 (chow), or 6 (choline) mice. **k**, **l** *Serca2b* mRNA and protein levels in islets isolated from male control and *db/db* mice (12 weeks old). n = 3 (control), or 6 (*db/db*) mice (**k**); *n* = 3 mice (**l**). **m** *Serca2b* concentration in MIN6 cells treated with or without TMAO (1 μM, 18 h) by digital PCR. *n* = 5 (2.8 mM Glu), or 4 (16.8 mM Glu) biologically independent cell samples. **n**, **o** Serca2 protein levels and relative Serca activity/total cell protein in MIN6 cells treated with or without TMAO (100 nM, 1 μM or 10 μM, 18 h in (**n**); 100 nM, 18 h in (**o**)) under 16.8 mM glucose conditions. *n* = 3 (**n**), or 5 (**o**) biologically independent cell samples. **p** Glucose-stimulated cytoplasmic calcium and the release of ER calcium in MIN6 cells treated with or without TMAO (100 nM, 18 h). *n* = 3 biologically independent cell samples. Statistical significance was calculated (**a**, **b**, **d–g**, **i**–**o**) by two-sided Student’s *t*-test. The data are presented as mean ± SEM. Oligo, oligomycin; FCCP, carbonyl cyanide 4-(trifluoromethoxy) phenylhydrazone; ROT, rotenone; AA, antimycin A. DG, 2-deoxy-D-glucose. Source data are provided as a Source Data file.

Compared with the control, TMAO (100 nM, 18 h) treatment obviously increased the average resting [Ca^2+^]_c_ detected by Fura-2 (Fig. 4g) in low-glucose (2.8 mM) KRHB medium in MIN6 cells. In primary islets from GCaMP6f mice, which expressed the genetically encoded calcium indicator GCaMP6f in β cells and were used for the dynamic measurement of cytosolic calcium in β cells, TMAO (100 nM, 18 h) treatment significantly reduced the peak value of calcium transients in normal β cells (Fig. 4h, i). Similarly, in the TMAO group, the peak value of cytosolic calcium transients induced by high glucose (16.8 mM) was inhibited in MIN6 cells overexpressed with GCaMP6f (Supplementary Fig. 4d). This evidence suggested that TMAO led to abnormal cytosolic calcium transients.

To further explore the mechanism, we performed RNA sequencing (RNA-seq) of MIN6 cells treated with TMAO (100 nM, 18 h)/vehicle with low or high glucose (Supplementary Fig. 4e). 

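MIN6 cells, a mouse insulinoma line that secretes insulin, were given TMAO (100 nM, 18 h) or vehicle. The paper's scheme shows a fast of 1 h followed by stimulation with 2.8 mM (low) or 16.8 mM (high) glucose, with no duration for the stimulation. RNA from 3 cultures of each of the 4 conditions was sequenced. The authors deposited the number of fragments counted on each of 54022 genes in the 12 libraries, without normalization, and FPKM values for the same genes. Between 16793162 and 22340542 fragments per library were counted on genes. The medians were 18995925 for low glucose with vehicle, 19361286 for low glucose with TMAO, 18753410 for high glucose with vehicle and 17040360 for high glucose with TMAO. At least 1 fragment was counted on 30981 genes. Differential expression was tested on the 16222 genes that passed edgeR's filter on low counts, with TMM normalization and a quasi-likelihood test on all 12 libraries together. The 20 genes with the most counts took between 9.25% and 10.3% of each library. Replicate cultures differed little: the biological coefficient of variation estimated by edgeR was 5.34%. In principal component analysis of log2 counts scaled to library size, the first component held 22.4% of the variance and the second 10.9%. The 6 low-glucose libraries scored from -23.2 to -6.93 on the first component and the 6 high-glucose libraries from 12.1 to 16.4. In low glucose, TMAO and vehicle libraries with the same replicate number lay next to each other. Neither of these components separated the TMAO-treated from the vehicle-treated libraries at the same glucose level. On the third component (9.25% of the variance), the 3 TMAO libraries at 16.8 mM glucose scored from 1.43 to 13.1 and the 3 vehicle libraries from -19.7 to -0.156, while the treatments overlapped in low glucose.

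**Figure D1:**
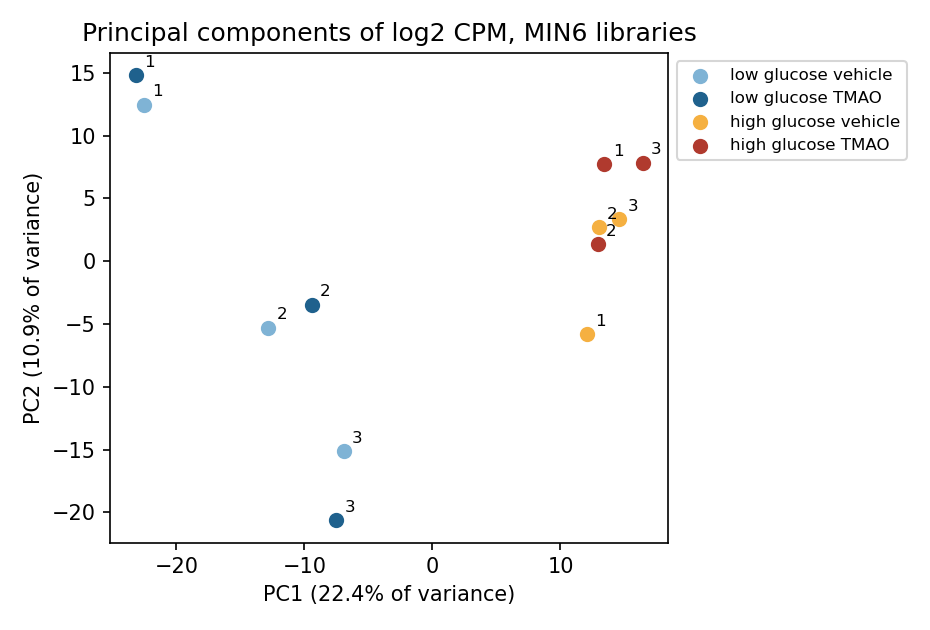
Principal component analysis of the 12 MIN6 libraries, with the score on the first component (22.4% of the variance) on the x axis and on the second (10.9%) on the y axis. Each point is a library, coloured by condition and numbered by replicate. Low-glucose libraries lie on the left and high-glucose libraries on the right.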

A total of 203 genes were upregulated and 382 genes were downregulated in the TMAO-treated cells under high-glucose conditions compared to the vehicle-treated cells under high-glucose conditions. 

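In the 16.8 mM glucose libraries, 0 genes were higher and 0 were lower with TMAO at an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The lowest adjusted p among the 16222 genes was 0.796. Without adjustment for the number of genes, 868 genes had a p under 0.05, of which 370 were higher and 498 lower with TMAO, where a test of that many genes gives 811.1 in the absence of any difference. This unadjusted threshold was the alternative that moved the count most. The same fit called 323 genes higher and 213 lower in high than in low glucose in vehicle-treated cells. In counts simulated from the means and spread of these libraries, with 200 of 16031 genes changed in 1 group, it recovered 45 of the 50 genes changed 2-fold, 30 of the 50 changed 1.5-fold and 16 of the 50 with the smallest change simulated. With the replicate number as a block, 0 genes were called at 16.8 mM glucose and 1104 had an unadjusted p under 0.05. Deviations of same-numbered libraries from their condition's mean had a mean correlation of 0.033 (one-sided exact permutation test, p = 0.0324).

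**Figure D2:**
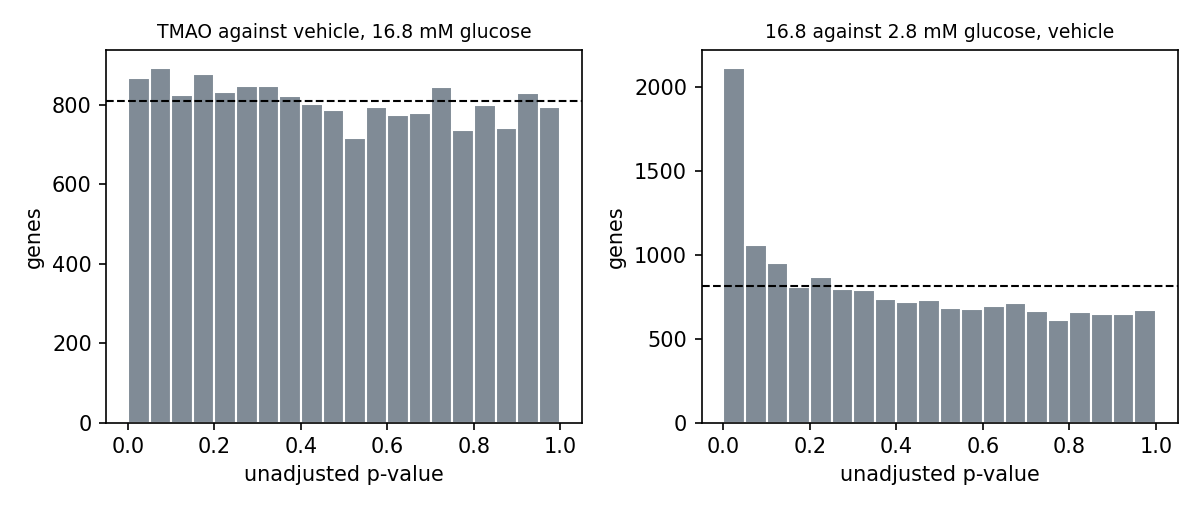
Number of genes by unadjusted p-value (x axis, in 20 bins), for TMAO against vehicle at 16.8 mM glucose on the left and for 16.8 against 2.8 mM glucose in vehicle-treated cells on the right. The dashed line is the number per bin in the absence of any difference, and only the right panel has a peak far above it near 0.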

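Gene set enrichment was computed with fgsea on the 16222 tested genes, ranked by the signed square root of edgeR's F for TMAO against vehicle at 16.8 mM glucose. A positive normalized enrichment score (NES) means higher expression in vehicle-treated cells. The gene lists behind the paper's plots are not given in its text, so lists for the 4 processes were written by hand from general knowledge of each process. The insulin secretion list (150 genes tested) had an NES of 1.30 (adjusted p = 0.226 over 5 lists). The NES was 0.931 for cytosolic calcium ion transport (70 genes, adjusted p = 0.595), 1.12 for calcium ion transmembrane transport (89 genes, adjusted p = 0.38) and 1.39 for ER calcium ion homeostasis (23 genes, adjusted p = 0.241). In the insulin secretion list 82 genes were lower and 68 higher with TMAO, and the median log2 fold change was -0.0097. The count of genes past an adjusted p of 0.05 over the list alone was 1 for calcium ion transmembrane transport and 0 for the other lists, with unadjusted p under 0.05 in 10 insulin secretion, 2 cytosolic calcium, 2 transmembrane and 1 ER calcium genes. Ranking by log2 fold change moved the insulin secretion score most, to 0.611. With that ranking the score of ER calcium ion homeostasis was 0.593. It was 0.849 for calcium ion transmembrane transport and 0.935 for cytosolic calcium ion transport. With the nearest Reactome sets the scores were 1.66 for ER calcium, 1.55 for transmembrane transport and 0.956 for cytosolic calcium. Leaving out each of the 6 libraries in turn gave NES values from 0.778 to 1.54 for insulin secretion. Its adjusted p fell under 0.05 without vehicle replicate 2 (0.0299) and without TMAO replicate 2 (0.0137). The p-values of fgsea compare a list with random sets of genes, so they do not measure the spread between cultures. Camera, which allows for correlation between genes, gave insulin secretion an unadjusted p of 0.288 with all libraries. With the replicate block the 4 scores were 1.29, 1.02, 1.11 and 1.41.

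**Figure D3:**
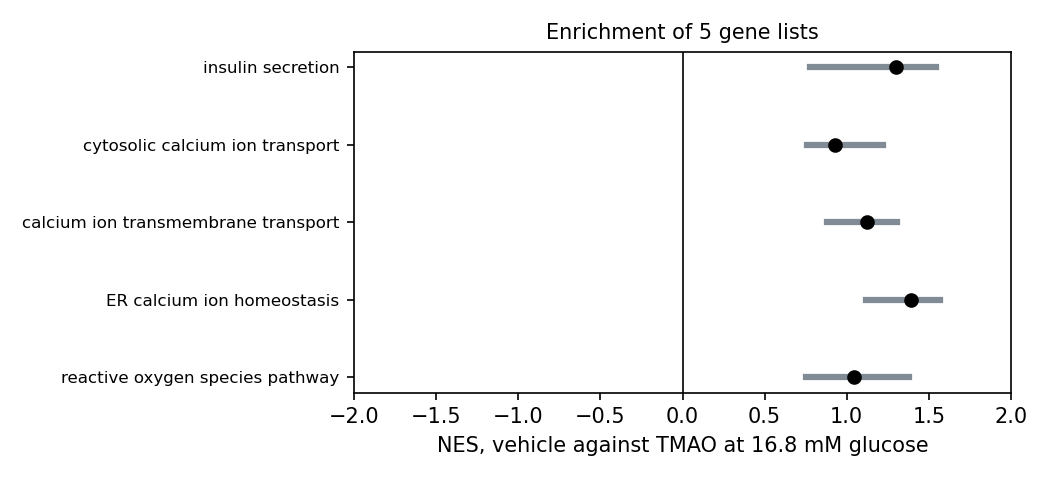
Normalized enrichment score (x axis) of each gene list (y axis) for vehicle against TMAO at 16.8 mM glucose. Points are the scores from all libraries and bars the range over the 6 fits that each left out 1 library. The bar of insulin secretion runs from 0.778 to 1.54.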

Gene set enrichment analysis (GSEA) and Gene Ontology (GO) enrichment analysis showed that TMAO significantly reduced insulin secretion, cytosolic calcium ion transport and calcium ion transmembrane transport and tended to decrease ER calcium ion homeostasis (Supplementary Fig. 4f). 

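The deposited tables list 9 genes for the ER calcium pumps and release channels. Serca1, Serca2 and Serca3 are Atp2a1, Atp2a2 and Atp2a3, the ryanodine receptors are Ryr1, Ryr2 and Ryr3, and the inositol trisphosphate receptors are Itpr1, Itpr2 and Itpr3. Atp2a2 (ENSMUSG00000029467) lies on the minus strand of chromosome 5 from 122453513 to 122502225, and Atp2a3 (ENSMUSG00000020788) on the plus strand of chromosome 11 from 72961169 to 72993044. Atp2a1 (ENSMUSG00000030730) lies on the minus strand of chromosome 7 from 126445858 to 126463108. Coordinates are those of the tables, and for all 9 genes they equal those of GENCODE M21 on GRCm38. The 3' end of Atp2a1 overlaps that of Rabep2 on the other strand, which had a mean of 573.6 counts per library against 15.6 for Atp2a1. The 3' ends of Ryr3 and Aven likewise overlap on opposite strands, with a mean of 236.1 counts for Aven against 109.1 for Ryr3. Whether the authors counted fragments by strand is not stated, so the values of Atp2a1 and Ryr3 are uncertain. The 2 isoforms of Serca2, 2a and 2b, are transcripts of Atp2a2 and are not separated in counts per gene. In low glucose with vehicle, Atp2a2 had an FPKM of 294.1 ± 3.43 (SD, n = 3) and Atp2a3 of 344.3 ± 3.84 (SD, n = 3), while Atp2a1 had 0.218 ± 0.124 (SD, n = 3).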

Since ER calcium ion homeostasis is crucial for maintaining cytosolic calcium ion levels^21,22^ and TMAO increases resting cytosolic calcium levels (Fig. 4g), we analyzed ER calcium transport-related genes, including the sarcoendoplasmic reticulum (SR) calcium transport ATPase (Serca), which is responsible for calcium uptake to the endoplasmic reticulum (ER), and ryanodine receptor (Ryr) and inositol trisphosphate receptor (Itpr), which are responsible for calcium release from the ER to the cytosol. 

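At 16.8 mM glucose, Itpr1 (ENSMUSG00000030102) was the most expressed of the release channels, with an FPKM of 6.34 ± 0.39 (SD, n = 3) with TMAO and 6.28 ± 0.064 (SD, n = 3) with vehicle. Its log2 fold change was 0.015 (standard error 0.049, adjusted p = 0.987 from edgeR's quasi-likelihood test). Itpr3 had 2.36 ± 0.134 with TMAO and 2.48 ± 0.0681 with vehicle (FPKM, SD, n = 3), a log2 fold change of -0.072. Itpr2, Ryr2 and Ryr3 each had an FPKM of at most 0.449 in these 6 libraries, and their log2 fold changes were 0.088, 0.16 and -0.13. The lowest adjusted p of these 5 genes was 0.949 over all genes and 0.762 over the ER calcium genes. The Ryr3 FPKM values with TMAO were all below those with vehicle (exact two-sided permutation test, p = 0.1), which 10% of genes show by chance. The standard errors were 0.135 for Itpr2, 0.178 for Ryr2 and 0.149 for Ryr3, so that at these counts (50 to 149 per library) a change of that size was not detectable. Ryr1 had at most 2 counts in a library and was not tested. Without TMAO replicate 2, the log2 fold change of Itpr1 changed sign, to -0.025.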

*Ryr and Itpr* were unchanged in the TMAO-treated group in response to 16.8 mM glucose (Supplementary Fig. 4g). However, *Serca2* and *Serca3* levels were decreased by TMAO upon 16.8 mM glucose stimulation (Supplementary Fig. 4g). 

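For Atp2a2 (Serca2), the FPKM at 16.8 mM glucose was 311.4 ± 7.23 (SD, n = 3) with TMAO and 313 ± 1.11 (SD, n = 3) with vehicle. The log2 fold change from the counts was -0.0078 (standard error 0.036, adjusted p = 0.994 from edgeR's quasi-likelihood test), with a 95% confidence interval from -0.082 to 0.067. The 3 TMAO libraries (304.4, 310.9 and 318.8) spanned the 3 vehicle libraries (311.8, 314 and 313.2), and the exact two-sided permutation test of the FPKM values gave p = 0.7. For Atp2a3 (Serca3), the FPKM was 340.2 ± 4.85 (SD, n = 3) with TMAO and 359.3 ± 18.8 (SD, n = 3) with vehicle. Its log2 fold change was -0.079 (standard error 0.04, adjusted p = 0.91 over all genes and 0.481 over the ER calcium genes, edgeR), with a 95% confidence interval from -0.16 to 0.0036. Each TMAO library (342.2, 343.7 and 334.7) was below each vehicle library (381, 347.6 and 349.4), and the exact two-sided permutation test gave p = 0.1, the smallest that 3 cultures against 3 allow and the share of genes so separated by chance. Without vehicle replicate 1, the log2 fold change of Atp2a3 was -0.033. That of Atp2a2 changed sign without TMAO replicate 1, to 0.0098. The log2 fold change of Atp2a1 (Serca1), which overlaps Rabep2, was 0.15 (standard error 0.39) from 12 to 23 counts per library. The paper reasons that Serca lowers cytosolic calcium by moving it into the ER lumen, and from here it goes on to measure Serca isoforms by real-time PCR.

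**Figure D4:**
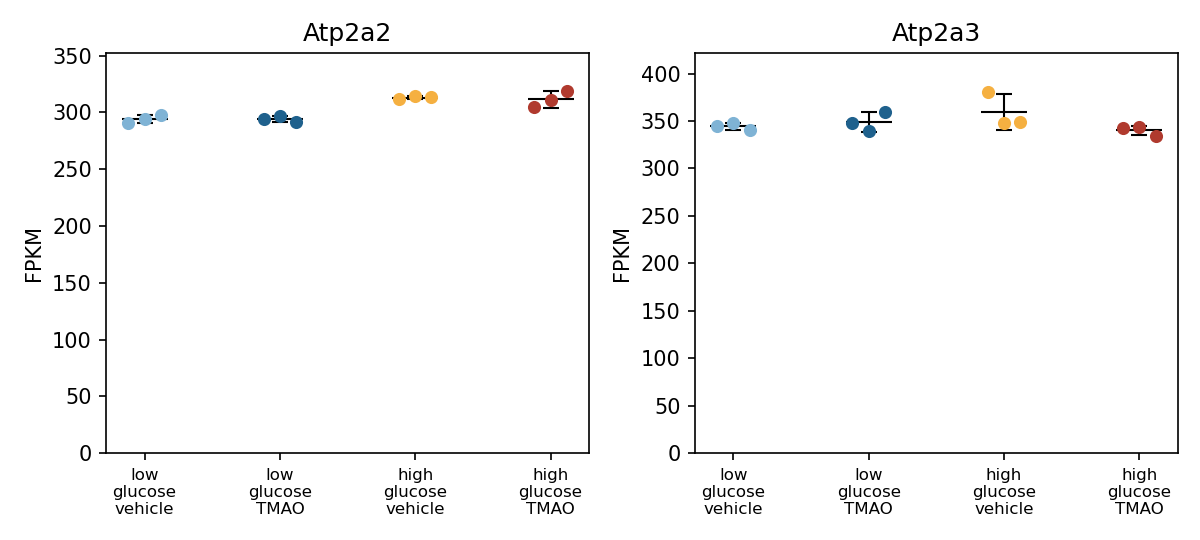
FPKM (y axis) of Atp2a2 on the left and Atp2a3 on the right in the 4 conditions (x axis). Points are single libraries, and the horizontal bar with whiskers is the mean ± SD of 3. The high-glucose vehicle libraries of Atp2a3 include the highest value, 381.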

In pancreatic β-cells, to maintain resting Ca^2+^ levels, the Ca^2+^ released during glucose stimulation must be extruded from the cytosol. Serca helps to lower cytosolic Ca^2+^ by transporting Ca^2+^ from the cytosol into the ER lumen, which requires ATP^21,23,24^. In the diabetic pancreas, Serca2b and Serca3 expression was reported to be reduced in β-cells, resulting in diminished insulin secretion^21,25^. Moreover, Serca2 overexpression resulted in increased GSIS^26^. Real-time PCR revealed that the mRNA levels of the pancreatic islet *Serca2b*, the most abundant subtype of Serca in the islets^26^, and *Serca3* were significantly decreased in the choline diet-fed mice compared to the chow diet-fed mice (Fig. 4j). Consistently, *Serca2b* mRNA and protein levels in islets from *db/db* mice were significantly lower than those in the control group (Fig. 4k, l). Moreover, in MIN6 cells, TMAO (100 nM, 18 h) directly decreased the *Serca2b* and *Serca2a* mRNA levels with 16.8 mM glucose, with no change in the *Serca1* and *Serca3* mRNA levels (Supplementary Fig. 4h). Using digital PCR, which is more accurate for measuring mRNA content than qPCR, we confirmed that *Serca2b* levels were reduced by TMAO (Fig. 4m). In addition, the Serca2 protein abundance was reduced in MIN6 cells in a dose-dependent manner in response to 16.8 mM glucose (Fig. 4n and Supplementary Fig. 4i). Furthermore, Serca2 activity was inhibited by TMAO (Fig. 4o). Accordingly, under the high glucose (16.8 mM) stimulation, the release of ER calcium was attenuated in MIN6 cells treated by TMAO (Fig. 4p and Supplementary Fig. 4j).

### TMAO inhibited Serca2 expression through the NLRP3 inflammasome

Time course studies in choline diet-fed mice showed that Serca2 levels were decreased after 2 weeks of feeding, and pancreatic β cell dysfunction started to appear after 3 weeks of feeding (Supplementary Fig. 5a–c). Next, we investigated whether restoration of Serca2 function could rescue the effect of TMAO in vitro and in vivo. The Serca agonist [6]-gingerol^27^ and the Serca2 agonist CDN1163^28^ both reversed the inhibitory effect of TMAO on GSIS in MIN6 cells (Fig. 5a, b). Importantly, CDN1163 treatment improved glucose tolerance and GSIS in the choline diet-fed mice (Fig. 5c, d), with similar insulin sensitivity during the ITT and body weight or tissue weight between the groups (Supplementary Fig. 5d–f). Consistently, GSIS in cultured islets isolated from the CDN1163-treated mice showed higher insulin secretion under high-glucose conditions (Fig. 5e). Taken together, these data support the idea that Serca2 mediates the effect of TMAO on β-cell dysfunction.

**Fig. 5:**
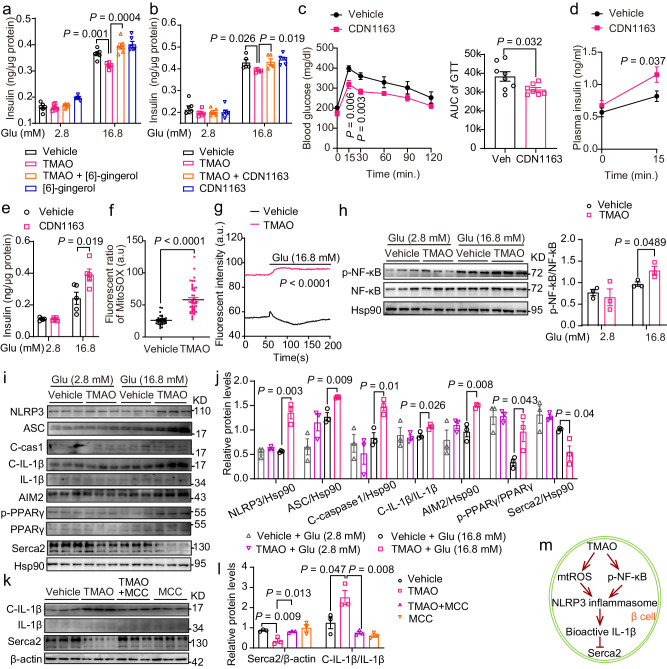
TMAO signals through NLRP3 inflammasome activation to reduce Serca2 and GSIS. **a** GSIS of MIN6 cells treated with TMAO (100 nM, 18 h) and the Serca agonist [6]-gingerol (0.08 μM, 10 min). *n* = 6 biologically independent cell samples. **b** GSIS of MIN6 cells treated with TMAO (100 nM, 18 h) and the Serca2b agonist CDN1163 (1 μM, 10 min). *n* = 6 (2.8 mM Glu), or 5 (16.8 mM Glu) biologically independent cell samples. **c** IPGTTs of vehicle- (*n* = 8 mice) and CDN1163-treated (6 d) male choline diet-fed (2 weeks) mice (*n* = 7 mice). Then, the AUC of the GTT was determined. **d** Plasma insulin levels at 0 and 15 min after intraperitoneal injection of glucose in vehicle- (*n* = 7 mice) and CDN1163-treated (19 d) male choline diet-fed (4 weeks) mice (*n* = 5 mice). **e** GSIS of primary islets from vehicle- and CDN1163-treated (40 d) male choline diet-fed (7 weeks) mice. *n* = 5 biologically independent islet samples. **f** Basal mitochondrial ROS measurement in MIN6 cells treated with (*n* = 44) or without (*n* = 29) TMAO (100 nM, 18 h). **g** Mitochondrial ROS measurement in MIN6 cells treated with (*n* = 23) or without (*n* = 26) TMAO (100 nM, 18 h) under 2.8 mM and 16.8 mM glucose conditions. **h**–**j** p-NF-κB, NF-κB, NLRP3, ASC, cleaved caspase-1 (C-cas1), cleaved IL-1β (C- IL-1β), p-PPARγ (Ser273 phosphorylation of PPAR-γ) and Serca2 protein levels in MIN6 cells treated with or without TMAO (10 μM, 18 h) under 2.8 mM and 16.8 mM glucose conditions. *n* = 3 biologically independent cell samples. **k**, **l** Cleaved IL-1β (C- IL-1β) and Serca2 protein levels in MIN6 cells treated with or without TMAO (10 μM, 18 h) or MCC (1 μM, 18 h) in response to 16.8 mM glucose. n = 3 biologically independent cell samples. **m** Diagrammatic sketch of the mechanism by which TMAO induces Serca2 loss. Statistical significance was calculated (**a**–**h**, **j**, **l**) by two-sided Student’s *t*-test. The data are presented as mean ± SEM. MCC, MCC950 sodium; mtROS, mitochondrial reactive oxygen species. Source data are provided as a Source Data file.

Previous studies have indicated that TMAO promotes mitochondrial dysfunction and the activity of the NLRP3 inflammasome in macrophages^29^ and that proinflammatory cytokines such as IL-1β lead to a loss of Serca2b expression in β-cells^26^. Next, we measured these factors in MIN6 cells. TMAO substantially enhanced mitochondrial reactive oxygen species (ROS) production in MIN6 cells and normal β cells from C57BL/6 J mice (Fig. 5f, g, and Supplementary Fig. 5g). Similarly, the ROS pathway was found to be enriched in GSEA in the TMAO-treated MIN6 cells in response to high glucose (Supplementary Fig. 5h), suggesting that mitochondrial function was impaired after TMAO treatment. 

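The reactive oxygen species pathway list, also written by hand, held 49 genes, of which 43 were tested at 16.8 mM glucose. Its normalized enrichment score was 1.04 by fgsea, where positive values are higher in vehicle-treated cells (adjusted p = 0.482 over the 5 lists). With TMAO, 21 of the genes were higher and 22 lower, with a median log2 fold change of -0.004. An adjusted p under 0.05 over the list alone was reached by 0 of the genes, and 2 had an unadjusted p under 0.05. The score changed sign when genes were ranked by log2 fold change (-0.789) and when the nearest Reactome set was used, on the detoxification of reactive oxygen species (-0.769, 19 genes tested). Neither passed an adjusted p of 0.05. With genes ranked by signal-to-noise of the FPKM values, the score stayed positive (0.612). Across the fits that each left out 1 library it ranged from 0.751 to 1.38, and with the replicate block it was 1.12.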

Given that mitochondrial ROS activate the NLRP3 inflammasome^29^, we next found that TMAO increased the levels of p-NF-κB, NLRP3, apoptosis-associated speck-like protein containing a caspase recruitment domain (ASC), cleaved caspase-1, cleaved IL-1β, and absent in melanoma 2 (AIM2), with lower Serca2 protein levels in MIN6 cells in response to high glucose (Fig. 5h–j), indicating that the NLRP3 inflammasome is activated by TMAO. Given that the proinflammatory cytokine IL-1β disturbs SERCA2 protein expression through Ser-273 phosphorylation of PPAR-γ in β-cells^26^, we measured the phosphorylation of the PPAR-γ protein at Ser-273 and found that it was increased by TMAO in response to 16.8 mM glucose (Fig. 5i, j). Moreover, MCC950, an NLRP3 inflammasome inhibitor, reversed the TMAO-induced loss of Serca2 in MIN6 cells (Fig. 5k, l). Collectively, our results indicated that TMAO impaired Serca2 through the NLRP3 inflammasome.

### TMAO diminished the β-cell proportion by promoting dedifferentiation and apoptosis and blocking transcriptional identity

The dramatic decrease in the β-cell percentage and the increase in the α-cell percentage in the choline diet-fed mice compared to the controls (Fig. 2m–o) indicated that the decreased β-cell percentage in choline diet-fed mice may be due to β-cell dedifferentiation and that TMAO might block β-cell maintenance. Therefore, we performed immunostaining for Sox9 and Neurogenin-3 (Ngn3), markers of failing or dedifferentiation of β-cells^9^. TMAO elevation in C57BL/6 J mice due to a choline diet increased the percentage of Sox9^+^/Ins^+^ cells (Fig. 6a, b) and Ngn3^+^/Ins^+^ cells (Supplementary Fig. 6a, b). Consistently, long-term TMAO (100 nM, 9 d) treatment obviously increased *Sox9* and *Ngn3* mRNA levels in MIN6 cells (Fig. 6c and Supplementary Fig. 6c). Similar to the effect of high glucose (35 mM glucose, 9 d) on β-cell dedifferentiation^30^, long-term TMAO treatment increased the protein levels of Sox9, Ngn3 and another dedifferentiation marker, namely, chromograin A (ChgA), in MIN6 cells (Fig. 6d and Supplementary Fig. 6d). Consistently, mouse primary islets expressed higher Sox9, Ngn3 and ChgA protein levels after long-term TMAO treatment (Fig. 6e and Supplementary Fig. 6e). Together, our results suggested that long-term TMAO exposure directly led to β-cell dedifferentiation.

**Fig. 6:**
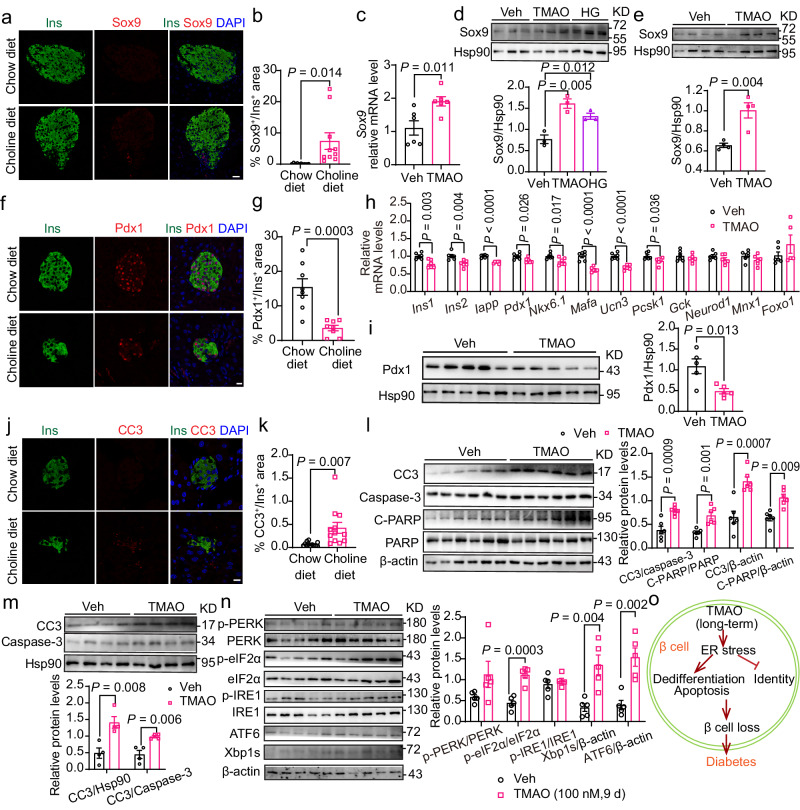
TMAO promoted β-cell dedifferentiation and apoptosis and blocked β-cell transcriptional identity. **a**, **b** Immunofluorescence of insulin (green), Sox9 (red) and DAPI (blue) in male chow- and choline diet-fed mice (**a**). Then, the % Sox9^+^/Ins^+^ area was measured (**b**). *n* = 10. Scale bar, 20 μm. **c** *Sox9* mRNA levels in MIN6 cells treated with and without TMAO (100 nM, 9 d). *n* = 6 biologically independent cell samples. **d** Sox9 protein levels in MIN6 cells treated with and without TMAO (100 nM, 9 d) as well as HG (35 mM glucose, 9 d). *n* = 3 biologically independent cell samples. **e** Sox9 protein levels in male mouse primary islets treated with and without TMAO (100 nM, 9 d). *n* = 4 biologically independent cell samples. **f**, **g** Immunofluorescence of insulin (green), Pdx1 (red) and DAPI (blue) in male chow- and choline diet-fed mice (**f**). Then, the % Pdx1^+^/Ins^+^ area was measured (**g**). *n* = 8. Scale bar, 10 μm. **h**, **i** β-cell markers mRNA levels in MIN6 cells and Pdx1 protein levels in male mouse primary islets treated with and without TMAO (100 nM, 9 d). *n* = 6 (**h**), or 5 (**i**) biologically independent cell sample. **j**, **k** Immunofluorescence of insulin (green), CC3 (red) and DAPI (blue) in male chow- and choline diet-fed mice (**j**). This step was followed by measurements of % CC3^+^/Ins^+^ area (**k**). *n* = 12. Scale bar, 10 μm. **l** Protein levels of the apoptosis markers CC3 and cleaved PARP (C-PARP) in MIN6 cells treated with and without TMAO (100 nM, 9 d). *n* = 6 biologically independent cell samples. **m** Protein levels of the apoptosis marker CC3 in male mouse primary islets treated with and without TMAO (100 nM, 9 d). *n* = 4 biologically independent cell samples. **n** ER stress-related protein levels in male mouse primary islets treated with or without TMAO (100 nM, 9 d). *n* = 5 biologically independent cell samples. **o** Diagrammatic sketch of the inhibitory effect of TMAO on β-cell maintenance. Statistical significance was calculated (**b**–**e**, **g–i**, **k**–**n**) by two-sided Student’s *t*-test. The data are presented as mean ± SEM. Mice: C57BL/6 J, choline diet fed for 13 weeks from 8 weeks old (**a**, **b**, **f**, **g**, **j**, **k**); C57BL/6 J, 15 weeks old (**e**, **i**, **m**, **n**). Source data are provided as a Source Data file.

We next investigated whether TMAO affects the maintenance of β-cell transcriptional identity. We performed immunostaining for Pdx1 and Nkx6.1, two key β-cell transcription factors in islets^31^. The choline diet-fed mice exhibited decreased numbers of β-cells positive for Pdx1 (Fig. 6f, g) and Nkx6.1 (Supplementary Fig. 6f, g) compared to the controls. In addition, long-term TMAO treatment dramatically reduced the mRNA levels of the β-cell-specific markers *Ins1, Ins2, Iapp, Pdx1, Nkx6.1, Mafa, Ucn3 and Pcsk1* in MIN6 cells (Fig. 6h). Pdx1 protein levels were also decreased (Fig. 6i). These results suggested that long-term TMAO treatment reduced β-cell transcriptional identity.

Additionally, choline diet feeding increased the staining of cleaved caspase-3 (CC3), an apoptotic marker, in islets (Fig. 6j, k). Consistently, long-term TMAO (100 nM, 9 d) treatment increased CC3 and cleaved PARP (C-PARP) protein levels in MIN6 cells and mouse primary islets (Fig. 6l, m). These data indicated that long-term TMAO treatment directly led to β-cell loss by promoting β-cell apoptosis.

Serca2 reduction elicits ER stress^32^, and ER stress leads to β-cell loss and dysfunction through β-cell dedifferentiation^33^ and apoptosis^34^. Next, we investigated the effect of long-term TMAO treatment on ER stress and found that TMAO (100 nM, 9 d) increased ER stress-related protein levels, including those of p-PERK, p-eIF2α, Xbp1s and ATF6, in primary islets from C57BL/6 J mice and MIN6 cells (Fig. 6n, and Supplementary Fig. 6h).

### Reduction in TMAO levels by Fmo3 knockdown ameliorated insulin secretion deficits and β-cell loss in *db/db* mice

Because Fmo3 KO exerted a protective role against β-cell dysfunction, we examined the possibility of implementing Fmo3 as a therapeutic target to treat diabetes. We delivered an antisense oligonucleotide (ASO) targeting Fmo3^18^ into *db/db* mice (Fig. 7a). This treatment resulted in an ~ 63% knockdown of *Fmo3* mRNA levels and a marked reduction in Fmo3 protein levels (Fig. 7b, c). Furthermore, *Fmo3*-ASO caused an ~64% plasma TMAO reduction and a 1.7-fold increase in Serca2 protein levels (Fig. 7d, e). Despite the comparable body weight, *Fmo3*-ASO resulted in decreased ratios of liver and epi-WAT weight to body weight and food intake (Supplementary Fig. 7a–c). The intravenous glucose tolerance test (IVGTT) showed that *Fmo3*-ASO markedly improved glucose intolerance in *db/db* mice (Fig. 7f). As shown in Fig. 7g–j, *db/db* mice displayed impaired insulin secretion, as reflected by the decrease in insulin levels in response to glucose (1 min after glucose challenge), while *Fmo3*-ASO ameliorated insulin secretion deficits. Similarly, the primary islets from the *Fmo3*-ASO-treated mice showed a dramatic improvement in insulin secretion by high glucose or KCl (Fig. 7k and Supplementary Fig. 7d).

**Fig. 7:**
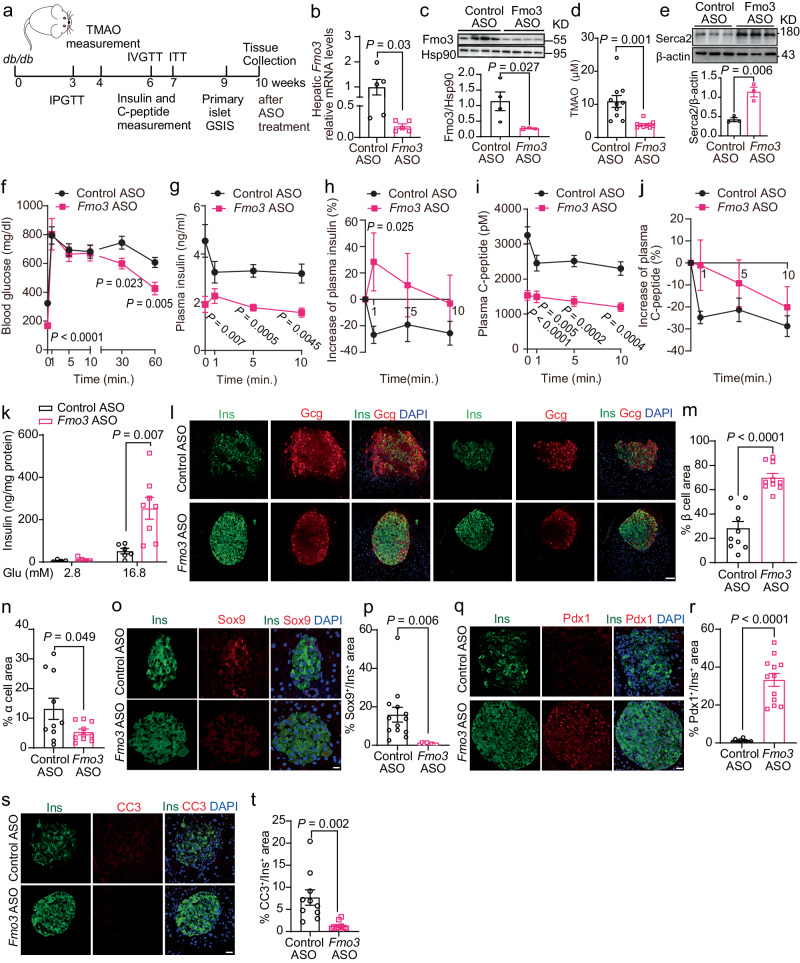
Deficiency of Fmo3 improved β-cell function, β-cell loss and glucose homeostasis in *db/db* mice. **a** Schematic diagram of tests during ASO injection. **b**, **c** Hepatic *Fmo3* mRNA and protein levels after 10 weeks of ASO treatment in male *db/db* mice. *n* = 5 (**b**), or 4 (**c**) mice. **d** Plasma TMAO concentration after 4 weeks of ASO treatment in male *db/db* mice. *n* = 10 mice. **e** Serca2 protein levels in primary islets from ASO-treated (6 weeks) male *db/db* mice. *n* = 3 mice. **f** IVGTTs after 6 weeks of ASO treatment in male *db/db* mice. *n* = 9 mice. **g**, **h** Plasma insulin (**g**) and increase in plasma insulin (%, **h**) during IVGTT. *n* = 7 (control ASO), or *n* = 6 (*Fmo3* ASO) mice. **i**, **j** C-peptide (**i**) and increase in C-peptide (%, **j**) during IVGTT. *n* = 7 mice. **k** GSIS in primary islets after 10 weeks of ASO treatment in male *db/db* mice. *n* = 4 (control ASO at 2.8 mM Glu), 5 (*Fmo3* ASO at 2.8 mM Glu), 6 (control ASO at 16.8 mM Glu), or 8 (*Fmo3* ASO at 16.8 mM Glu) biologically independent islet samples. **l**–**n** Immunofluorescence of insulin (green), glucagon (red) and DAPI (blue) in male control and *Fmo3* ASO-treated *db/db* mice (**l**). This step was followed by measurements of % β-cell area (**m**) and % α cell area (**n**). *n* = 10 mice. Scale bar, 50 μm. **o**–**t** Immunofluorescence for insulin (green; **o**, **q**, **s**), Sox9 (red; **o**), Pdx1 (red; **q**), CC3 (red; **s**) and DAPI (blue; **o**, **q**, **s**) in male control and *Fmo3* ASO-treated *db/db* mice. This step was followed by measurements of the % Sox9^+^/Ins^+^ area (**p**), % Pdx1^+^/Ins^+^ area (**r**), % CC3^+^/Ins^+^ area (**t**). *n* = 13 (control ASO), or 8 (*Fmo3* ASO) (**p**); *n* = 9 (control ASO), or 12 (*Fmo3* ASO) (**r**); *n* = 10 (**t**). Scale bar, 10 μm (**o**), or 20 μm (**q**, **s**). Statistical significance was calculated (**b–i**, **k**, **m**, **n**, **p**, **r**, **t**) by two-sided Student’s *t*-test. The data are presented as mean ± SEM. Mice: *db/db*, ASO treatment (50 mg/kg body weight) from 6 weeks old (**a**–**t**). ASO, antisense oligonucleotides. Source data are provided as a Source Data file.

Importantly, immunofluorescence studies also showed that insulin staining was increased by 1.4 times and glucagon staining was decreased by 60% in the islets from the *Fmo3*-ASO mice, with a decrease in plasma glucagon levels and α-cell mass and increased β-cell mass in the *Fmo3*-ASO mice (Fig. 7l–n and Supplementary Fig. 7e–g). In parallel, TMAO reduction in *db/db* mice by *Fmo3*-ASO virtually eliminated the presence of Sox9^+^ β-cells (Fig. 7o, p) and Ngn3^+^ β-cells (Supplementary Fig. 7h, i), indicating decreased β-cell dedifferentiation. Moreover, the *Fmo3* ASO-treated *db/db* mice displayed increased numbers of β-cells positive for Pdx1 (Fig. 7q, r) and Nkx6.1 (Supplementary Fig. 7j, k) and a decreased number of CC3^+^ β-cells (Fig. 7s–t) compared to the controls, showing maintained β-cell identity and inhibited β-cell apoptosis.

In addition, Fmo3 knockdown obviously decreased fasting insulin and C-peptide levels in *db/db* mice (Fig. 7g, i). Furthermore, IPGTT and ITT experiments indicated that Fmo3 knockdown improved fasting blood glucose, glucose intolerance, and insulin sensitivity in *db/db* mice (Supplementary Fig. 7l, m). The mRNA levels of the gluconeogenesis genes *G6pc*, *Pck1*, *Igfbp1*, *Fgf2* and *Foxo1* were reduced in the liver from the Fmo3 knockdown mice (Supplementary Fig. 7n). Together, these results showed that Fmo3 knockdown improved both β-cell function and insulin resistance in *db/db* mice.

## Discussion

Diabetes in mice and humans is associated with increasing TMAO levels, as we and others have shown^14,15^ (Fig. 1a, i). In the livers of streptozotocin (STZ)-treated mice and *ob/ob* mice, *Fmo3* mRNA and protein expression were markedly induced^18^. Consistent with our results (Fig. 1b, c), the levels of hepatic Fmo3, the TMAO-producing enzyme, were markedly elevated in *db/db* mice. In diabetes, intestinal dysbiosis is characterized by alterations in the abundance of many microbiota components, such as *Lachnospiraceae*, the abundance of which is enriched in T2D^35^. A significant elevation in the proportion of *Lachnospiraceae* is associated with higher plasma TMAO levels^36^. Thus, higher Fmo3 and gut microbiota levels could explain the elevation of the TMAO concentration in diabetes.

Increasing TMAO levels in C57BL/6 J mice by choline diet feeding impaired glucose tolerance, β-cell function and β-cell preservation, whereas it did not alter insulin sensitivity (Fig. 2) in these mice. Thus, in the choline diet-fed C57BL/6 J mice, glucose intolerance resulted from inadequate insulin secretion instead of insulin resistance. Similarly, reduction in TMAO levels by knockdown of Fmo3 in C57BL/6 J mice fed choline produced a state of improved GSIS and glucose intolerance (Fig. 3), with no effect on insulin sensitivity. These results demonstrated that in insulin-sensitive animal models, TMAO alone may affect only β-cell function but not insulin sensitivity. However, in insulin-resistant and diabetic *db/db* mice, TMAO knockdown by *Fmo3* ASO led to improvements in both β-cell function (Fig. 7) and insulin sensitivity (Supplementary Fig. 7). These results suggested that in animal models of disease, TMAO may also exacerbate insulin resistance in addition to β-cell dysfunction. In parallel with our results, Xiang Gao et al. reported that dietary TMAO increases the values of HOMA-IR, an index of insulin resistance, and exacerbates impaired glucose tolerance in insulin-resistant HFD-fed mice, with no effect on insulin-sensitive normal chow-fed mice^16^.

In vivo, TMAO plasma levels show diurnal oscillations, which are relatively low during the light cycle and peak in the dark cycle^37^. In our study, most of the effects of TMAO on β-cells were observed at 100 nM or 1 µM for 18 h or even longer (9 d). In this case, the concentration is around the range observed in normal conditions, whereas TMAO treatment is always used. This finding may explain the harmful effect of TMAO at a low concentration.

In this study, we found that TMAO decreased Serca2 levels and that Serca2 agonists reversed the effect of TMAO on GSIS in vitro and in vivo, indicating that the major mechanism of TMAO action is probably the inhibition of cytosolic calcium transients through Serca2. Serca2 is a pump that transports calcium ions from the cytoplasm into the ER; this process is ATP-dependent^38,39^, and a reduction in Serca2 protein expression blocks extracellular calcium influx and insulin secretion^26,40–44^. Several studies have reported a reduction in Serca2 levels in diabetic mice as well as human subjects. There was an 8- to 10-fold decrease in the Serca2 concentration in islets from *db/db* mice compared to that in the controls^26,45^ and an approximately 70% decrease in the expression of Serca2b in islets from insulin receptor substrate-1 knockout (IRS-1 KO) mice, which exhibited defective GSIS, mild insulin resistance, and reduced insulin synthesis^46^. Similarly, in islets from subjects with T2D, the mRNA and protein levels of SERCA2b were reduced^26,47^. Impaired Serca function was reported to cause ER stress, which resulted in dedifferentiation and apoptosis in β-cells^32–34^. Therefore, long-term TMAO treatment-induced dedifferentiation and apoptosis may result from Serca reduction and disrupted calcium homeostasis.

Other researchers have noted that TMAO alleviates ER stress and could be beneficial. The dosage (100 mM, 2.78 mM with 0.25 μl/h infusion through subcutaneous osmotic minipumps) those authors used was far greater than that observed in vivo^48,49^. TMAO has been shown to correct protein folding defects indirectly by affecting hydrogen bonds within waters^50^. This molecule enhances the strength of water‒water hydrogen bonds, which eventually stabilizes hydrogen bonds between amide groups in a protein and favors protein folding^51^. Of note, 54% of waters are within the spatially affected sphere of influence of TMAO in the 1 M TMAO simulation^51^, which could explain why only high doses of TMAO have an inhibitory effect on ER stress. Furthermore, Emily S. Krueger et al. reported that TMAO protects INS-1 cell and rat islet function under diabetic glucolipotoxic conditions induced by 25 mM glucose and 0.5 mM palmitate^49^. Most likely, TMAO behaves differently under standard and harsh conditions, as the authors showed that TMAO had completely opposite effects on ER stress under glucolipotoxic and standard conditions.

The present study reveals the finding that the gut microbiota metabolite TMAO directly modulates β-cell function and maintenance in vitro and in vivo (Supplementary Fig. 7o). We reported a marked improvement in GSIS, β-cell proportion and glucose tolerance in Fmo3 knockdown mice. Furthermore, we demonstrated that TMAO directly decreases GSIS in human primary islets and that antisense Fmo3 improved β-cell function and glucose intolerance in *db/db* mice. Thus, inhibition of TMAO/Fmo3 could be an antidiabetic therapeutic strategy to alleviate β-cell dysfunction and glucose intolerance.

## Methods

### Study approval

All experiments using animals were performed following protocols approved by the Animal Experimentation Ethics Committee of the Chinese Academy of Medical Sciences, and all procedures were conducted following the guidelines of the Institutional Animal Care and Use Committees of the Chinese Academy of Medical Sciences. All animal procedures were consistent with the ARRIVE guidelines. Human primary islets were provided by Tianjin First Center Hospital (no. 2016N086KY). Human livers were provided by Wenzhou Medical University (no. 2016-246). Human serum was provided by Peking Union Medical College Hospital (no. ZS-1274). All protocols using human specimens were approved by the Institutional Review Board of the Chinese Academy of Medical Sciences and Peking Union Medical College. Informed consent was obtained from all subjects. The study conforms to the principles outlined in the Declaration of Helsinki. The clinical features of the patients are listed in Supplementary Tables 1–3 and Supplementary Data 1.

### Animal studies

Mice were maintained in a temperature- (21–23 °C) and humidity- (50–60%) controlled environment with a 12 h light/dark cycle (7 AM–7 PM), fed a standard laboratory chow diet (Beijing HFK Bioscience, 1035), administered water ad libitum, anesthetized with tribromoethanol and sacrificed at 2 PM in a fasted state. Plasma samples and tissues were stored at −80 °C prior to use. Male *db/db* mice and their lean, wild-type controls were purchased from GemPharmatech LLC. Male C57BL/6 J mice for chow (MoIDiets, M18072501) and (MoIDiets, M18072502) choline diet feeding were purchased from Beijing Vital River Laboratory Animal Technology Co., Ltd. *Fmo3*^*−/−*^ mice were generated using Crispr/Cas9 (Biocytogen) as described previously^19^. Briefly, the gRNA was cloned and inserted into the Cas9 sgRNA vector, and in vitro transcription was performed (the gRNA sequence is listed in Supplementary Data 2). 16-week-old male Ins1-GCaMP6f mice, β-cell specific expressing GCaMP6f, were used for the islet β-cell calcium imaging experiments. GCaMP6f was a genetically encoded Ca^2+^ indicator with green fluorescence. Ins1 cre-GCaMP6f mice were gifted by Prof. Liangyi Chen at Peking University, which were generated by crossbreeding GCaMP6f fl/fl mice (Jackson Laboratories, No.029626) and Ins1(Cre) mice^52^ (Jackson Laboratories, No.026801). All diets were irradiated. The choline diet and the control chow diet were stored at −20 °C. Information of all diets was in Supplementary Table 4 and Supplementary Data 3. Diets were refreshed weekly, and body weight was measured weekly. For ASO experiments, four- to six-week-old male *db/db* mice were administered chemically modified ASOs (50 mg/kg body weight) by weekly intraperitoneal injection for 10 weeks. Control and Fmo3-specific chimeric 20-mer phosphorothioate oligonucleotides containing 2’O-methoxyethyl groups at positions 1 to 5 and 16 to 20 were diluted in 0.9% NaCl before injection^18^. For CDN1163 treatment experiments^28^, 9-week-old male mice were fed a 1% choline diet and treated with vehicle (10% DMSO, 10% Tween 80 in 0.9% NaCl) or CDN1163 (50 mg/kg) intraperitoneally for 17 consecutive days (day 0 to day 16). Animals were monitored daily and humane endpoints for CO_2_ euthanasia include maldevelopment, significant weight loss (>20% of total body weight), hunching, bleeding, infection, and*/*or reduced motility (inability to reach water and food).

### Cell culture

Cell lines were maintained at 37 °C in a 5% CO_2_ cell culture incubator and passaged no more than 10 times. MIN6 cells were obtained from Dr. Tao Xu, a professor from the Institute of Biophysics, Chinese Academy of Sciences. αTC1-6 cells were purchased from ATCC (Catalog: CRL-2934). Cells were authenticated by the cell morphology and function. MIN6 cells were maintained in DMEM (25 mM glucose, Gibco) with 15% fetal bovine serum (FBS, Gibco), 50 μM β-mercaptoethanol (Sigma) and penicillin‒streptomycin (Gibco). αTC1-6 cells were maintained in DMEM (1 g/l glucose, Gibco) with 10% fetal bovine serum (FBS, Gibco), 15 mM HEPES (Sigma), 0.1 mM nonessential amino acids (Gibco), 0.02% bovine serum albumin and penicillin‒streptomycin (Gibco). Cell lines were routinely tested and verified to be mycoplasma negative using commercial mycoplasma detection kits (Londa, LT07-418).

Mouse primary islets were isolated as follows. After anesthetization with tribromoethanol, pancreases were inflated via the pancreatic duct with 3 ml of collagenase V in D-Hank’s solution. Pancreas digestion was conducted in a 37 °C warm water bath for approximately 11 min. The samples were shaken violently for 15 s. To stop collagenase action, we washed the digest with ice-cold Hank’s solution with 10% FBS, and all further steps were conducted on ice. Large tissue debris was removed by passing the digest through a 500 μm cell strainer. Then, islet cells were washed with Hank’s solution once and transferred into islet culture medium (RPMI 1640 or low-glucose DMEM with 10% FBS, 1% penicillin and 1% streptomycin). Then, islet cells were separated using a stereomicroscope. After incubation overnight at 37 °C in a humidified incubator containing 5% CO_2_, islets were hand-picked into new islet culture medium. Then, they were used for experiments.

The isolated islets were washed 2 times with PBS. They were then digested with 0.25% trypsin-EDTA (25300-062, Gibco) for 10–12 min at 37 °C followed by brief shaking. The digestion was stopped by RPMI 1640 culture medium with 10% FBS and penicillin‒streptomycin and centrifuged at 96 g for 5 min. The cells were suspended in KRHB buffer with 2.8 mM glucose. Normal β cells were obtained through negative selection with magnetic activated cell sorting (MACS) using the α cell marker ACE2^53^ (anti-ACE2-Biotin (Novus, cat. #NBP1-76614B, 1:10)), and the δ-cell marker CD24^54^ (anti-CD24-Biotin (Miltenyi Biotec, clone M1/69, cat. #130-101-982, 1:10)) and identified by insulin staining. The cell suspension was plated on coverslips in a polyethylenimine-coated glass bottom dish (FD35-100, FluoroDish). The dishes were then kept for 2 h in a culture incubator at 37 °C and 5% CO_2_ to allow cells to adhere. Additional culture medium was then added, and the cells were cultured for 12 h before the imaging experiments.

Human pancreases were obtained from organ procurement organizations and transported to the cell isolation facility, Tianjin First Center Hospital. The islet isolation procedures were performed as previously described^55^. All methods and protocols were carried out in accordance with guidelines and regulations by the Medical Ethics Committee of Tianjin First Center Hospital, and informed consent was obtained from every individual. All the experimental protocols, including any relevant details, were approved by the Medical Ethics Committee of Tianjin First Center Hospital. In general, the pancreas was distended with Serva NB1 enzymes (Serva, Germany) after trimming, and then, the tissue was digested using the modified Ricordi semiautomatic method for 8–10 min, washed and collected for further purification. After incubation in UW solution for 30 min, the digested tissue was purified using a UIC-UB gradient 42 in a Cobe 2991 cell separator (Cobe 2991, Cobe, USA). Finally, high-purity islets (more than 70%) were collected and cultured in CMRL culture media (Mediatech, USA) containing IGF (Cell Sciences, USA) and 20% human albumin (CSL Behring GmbH, Germany) at 37 °C in a 5% CO_2_ incubator.

### Chemicals

TMAO (Sigma, Cat. 317594), D9-TMAO(Cambridge Isotopes,Cat. DML-4779-1), [6]-gingerol (Sigma, Cat. 345868), CDN1163 (Sigma, Cat. SML1682), MCC950 sodium (MCE, Cat. HY-12815A), Glucose (Sinopharm Chemical Reagent Co., Ltd. Cat. 10010592), GLP-1 (7-36) (MCE, Cat. HY-P0054), L-Arginine monohydrochloride (Sigma, Cat. A5131), Fatty acid free bovine serum albumin (Equitech-Bio, Inc.Cat. BAH66), Collagenase from Clostridium histolytium (Sigma, Cat. C9263), Human recombinant insulin (Lilly Cat. HI0219), Fura-2, AM (Invitrogen, Cat. F1221), mitoSOX Red, Molecular Probes (Invitrogen, M36008), phosphoenolpyruvate (Sigma, Cat. P7127), ATP disodium salt (Sigma, Cat. A3377), pyruvate kinase (Sigma, P1903-1KU), lactate dehydrogenase (Sigma, Cat. 59747), NADH (Sigma, Cat. N8129), digitonin (Sigma, Cat. D141), protease inhibitor cocktail (Sigma, Cat. P8340), PMSF (Roche, Cat. 10837091001), 4-Bromo A23187 (MCE, Cat. HY-N6694), Anti-Biotin MicroBeads (Miltenyi Biotec, Cat. 130-090-485).

### GTT, ITT, IVGTT and insulin measurement

Mice were fasted for 6 h for the GTT and ITT or overnight for the IVGTT. For the glucose tolerance test, glucose was injected intraperitoneally: a dose of 2 g/kg glucose was used in the experiments. For the ITT, insulin was injected intraperitoneally at a dose of 0.3 U/kg insulin in chow diet-fed and choline diet-fed mice or 1.2 U/kg insulin in *db/db* mice. For the IVGTT, glucose was injected via the tail vein, and a dose of 1 g/kg glucose was used in experiments. Blood glucose was measured with a glucometer (Roche) using whole blood from the tail. For the GTT and IVGTT, blood was also collected in heparinized capillary tubes (Thermo Fisher), centrifuged at 4000 × *g* for 10 min at 4 °C and used for measurement of insulin by mouse anti-insulin enzyme-linked immunosorbent assay (ALPCO).

### Hyperglycemic clamp

Insulin secretion in vivo was assessed by the one-step hyperglycemic clamp method^56^. The initial glucose load was 100 mg/kg. A 10% (for chow and choline diet mice) or 5% (for choline diet *Fmo3*^*+/+*^ and *Fmo3*^*−/−*^ mice) dextrose solution was infused through the jugular vein to clamp plasma glucose at 13.5–14.5 from 100–120 min and was adjusted based on glucose measurements (Roche). Plasma samples were collected from the tail at 0, 1, 5, 10, 30, 60, 90, and 120 min for measurements of insulin by enzyme-linked immunosorbent assays (ELISAs) (ALPCO).

### TMAO measurement

Liquid chromatography with tandem mass spectrometry (LC/MS/MS) was used for quantification of TMAO. Establishment of a standard curve: TMAO was dissolved in purified water and diluted to 0.2, 0.5, 1.5, 10, 20, 50, and 100 μM working solutions. Ten microliters of different concentrations of TMAO working solution was added to 40 μl of acetonitrile containing d9-TMAO (50 ng/ml, Cambridge Isotopes, DML-4779-1). The samples were vortexed, and 3 μl of supernatant was obtained for LC/MS/MS analysis. Plasma sample treatment: 10 μl plasma samples were added to 40 μl of acetonitrile containing d9-TMAO (50 ng/ml). The samples were vortexed and centrifuged 2 times (16,900 g, 5 min). Three microliters of supernatant was obtained for LC/MS/MS analysis. Super standard curve samples were diluted 100 times for determination. LC/MS/MS conditions: chromatographic column: Zorbax C18 (100 × 2.1 mm, 3.5 μm); column temperature 37 °C. Mobile phase: acetonitrile/water (containing 0.1% formic acid) gradient; the flow rate was 0.2 ml/min; TMAO was measured in positive ion mode monitoring at m/z 76.1 and m/z 85.2 for D9-TMAO.

### GSIS

MIN6 cells were cultured in 24-well plates (8 × 10^4^ cells/well) for 3 d, and mouse or human islet cells were cultured in dishes for 2 d. The cells were washed once with KRHB buffer (119 mM NaCl, 4.8 mM KCl, 2.5 mM CaCl_2_, 1.2 mM MgSO_4_, 1.2 mM KH_2_PO_4_, 25 mM NaHCO_3_, 10 mM HEPES, 0.1% BSA) containing 2.8 mM glucose and fasted in KRHB buffer with 2.8 mM glucose for 1 h. Then, the cells were incubated in KRHB buffer with 2.8 or 16.8 mM glucose for 1 h. The supernatant was collected from each well, and insulin secretion was measured using an ELISA kit (ALPCO); values were normalized to the protein content of each well.

### Islet perifusion and time-lapse insulin secretion determination

After overnight culture, islets with similar sizes and statuses isolated from several mouse pancreatic tissues were randomly grouped into each group (30 islets per group). After preincubation in KRHB solution with 2.8 mM glucose for 1 h at 37 °C, islets were perfused with KRHB solution containing 2.8 mM glucose for 10 min and then stimulated with 16.8 mM glucose with TMAO by a self-designed device at a speed of 200 μl/min for 60 min. The solution was collected at 1 minute/point and mixed well to store at −20 °C for subsequent insulin concentration determination.

### HE staining

Tissues were fixed with 4% formalin for 24–48 h at room temperature with sufficient fixative to cover the tissues. The fixative volume was 5–10 times the tissue volume. The fixed tissues were trimmed to the appropriate size and shape and placed in embedding cassettes. The process for paraffin embedding schedule was as follows (total 16 h): 70% ethanol, two changes, 1 h each; 80% ethanol, one change, 1 h; 95% ethanol, one change, 1 h; 100% ethanol, three changes, 1.5 h each; xylene or xylene substitute (e.g., Clear Rite 3), three changes, 0.5 h each; paraffin wax (58–60 °C), two changes, 2 h each; and embedding tissues into paraffin blocks. Paraffin blocks were trimmed as necessary and cut at 3–10 μm (5 μm is commonly used). The paraffin ribbon was placed in a water bath at approximately 40–45 °C. The sections were mounted onto slides. The sections were allowed to air dry for 30 min and then baked in a 45–50 °C oven overnight. The baking temperatures were never higher than 50 °C for sections thicker than 25 μm. Otherwise, sections may crack, especially 25–50 μm thick sections, resulting in sections falling off slides during staining. The sections were deparaffinized in 2–3 changes of xylene for 10 min each. Three changes of xylene were used for sections thicker than 25 μm. The samples were hydrated in 2 changes of 100% ethanol for 5 min each and 95%, 80% and 70% ethanol for 5 min each. Then, the samples were rinsed in distilled water. The sections were stained in Harris hematoxylin solution for 5 min. The samples were washed in running tap water for 5 min, differentiated in 0.5% acid alcohol for 3–10 s, and washed in running tap water for 1 min. Then, blueing in 0.2% ammonia water or saturated lithium carbonate solution for 30 s to 1 min was performed. The samples were washed in running tap water for 5 min, rinsed in 95% alcohol, 10 dips, and counterstained in eosin-phloxine B solution (or eosin Y solution) for 30 s to 1 min. The samples were dehydrated through 95% alcohol and 2 changes of absolute alcohol for 5 min each. The samples were cleared in 2 changes of xylene, 5 minutes each, and mounted with xylene-based mounting medium.

### Immunofluorescence staining

The pancreases were fixed in 4% formalin and embedded in paraffin. The pancreatic sections were stained using insulin and glucagon antibodies and imaged using confocal microscopy (Zeiss). The pancreatic area and the insulin-, glucagon-, Sox9-, Pdx1-, CC3-, Ngn3-, and Nkx6.1-positive areas were measured using ImageJ software. The % β-cell area was calculated by dividing the total insulin-positive area by the total pancreatic islet area. The % α-cell area was calculated by dividing the total glucagon-positive area by the total pancreatic islet area. The β-cell mass was calculated by dividing the total insulin-positive area by the total pancreatic area and multiplied by the pancreatic weight. The α-cell mass was calculated by dividing the total glucagon-positive area by the total pancreatic area and multiplied by the pancreatic weight. The % Sox9^+^/Ins^+^, % Pdx1^+^/Ins^+^, % CC3^+^/Ins^+^, % Ngn3^+^/Ins^+^ and % Nkx6.1^+^/Ins^+^ areas were calculated by dividing the total Sox9-, Pdx1-, CC3-, Ngn3-, and Nkx6.1-positive areas by the total insulin-positive area, respectively. The antibody information is shown below: anti-insulin (R&D Systems, clone #182410, Cat #MAB1417, 1:200), anti-glucagon (Abcam, clone EP3070, #ab92517, 1:200), anti-Sox9 (Sigma Aldrich, #AB5535, 1:500), anti-Pdx1 (Abcam, clone EPR22002, cat. #ab219107, 1:1000), anti-Nkx6.1 (Abcam, clone EPR20405, cat. #ab221594, 1:100), anti-Neurogenin3 (Abcam, cat. #ab176124, 1:200), anti-cleaved caspase-3 (Asp175) (Cell Signaling Technology, clone 5A1E, cat. #9664, 1:400), Alexa Fluor 488 goat anti-rat (Invitrogen, cat. #A11006, 1:200), Alexa Fluor 546 goat anti-rabbit (Invitrogen, cat. #A11035, 1:200), Alexa Fluor 647 goat anti-mouse (Invitrogen, cat. #A32728, 1:200).

### Glucose uptake

MIN6 cells were cultured in 24-well plates (8 × 10^4^ cells/well) for 3 d. The cells were treated as indicated. The glucose uptake assay was performed following the Glucose Uptake-Glo Assay manufacturer’s instructions. The medium was removed and washed with 500 μl of KRHB buffer. Cells were fasted in KRHB buffer for 30 min. A total of 250 μl of the prepared 1 mM 2-deoxy-D-glucose (2DG) or 25 mM 2DG was added to each well, shaken briefly, and incubated for 5 min at room temperature. Next, 125 μl of stop buffer was added and shaken briefly. Then, 75 μl of each sample was transferred to a 96-well plate. Next, 25 μl of neutralization buffer was added and briefly shaken. Then, 100 μl of 2-deoxy-D-glucose 6-phosphate (2DG6P) detection reagent was added and shaken briefly. The samples were incubated for 2 h at room temperature. Luminescence was recorded using a 0.3–1 s integration on a luminometer.

### ATP production

Sample Preparation: 1 × 10^6^ MIN6 cells in 100 µl of ATP Assay Buffer were lysed. Next, 2–50 µl of sample was added to a 96-well plate. The volume was adjusted to 50 µl/well with ATP Assay Buffer. Standard Curve Preparation: Ten microliters of the ATP standard was diluted with 90 µl of dH_2_O to generate a 1 mM ATP standard and mixed well. Then, 0, 2, 4, 6, 8, and 10 µl was added to a series of wells, and the volume was adjusted to 50 µl/well with ATP Assay Buffer to generate the 0, 2, 4, 6, 8, and 10 nmol/well ATP standards. Reaction Mix: A sufficient amount of reagent for the number of samples and standards to be performed was used. For each well, 50 µl of Reaction Mix was used (45.8 µl of ATP Assay Buffer, 0.2 µl of ATP Probe, 2 µl of ATP Converter, 2 µl of Developer) and mixed well. Then, 50 µl of the reaction mix was added to each well containing the ATP standard and test samples. Measurement: The samples were mixed well. The samples were incubated at room temperature for 30 min in the dark. Fluorescence (Ex/Em = 535/587 nm) was measured in a microplate reader. The signals were stable for over 2 h.

### ATP/ADP ratio assay

Sample preparation: Cells were grown and incubated with vehicle or 100 nM TMAO (including a control culture without treatment). The culture medium was removed from the plate. Nucleotide release buffer (50 µl of buffer per 10^3^–10^4^ cells) was added and incubated for 5 min at room temperature with gentle shaking. Assay procedure and detection: The reaction mix for each reaction was prepared as follows: 10 µl of ATP Monitoring Enzyme and 90 µl of Nucleotide Releasing Buffer. A sufficient amount of reagents for the number of assays (samples and induction control) to be performed was mixed. Then, 100 µl of the reaction mix was added to the control and sample wells, and the background luminescence was read (Data A). Then, 50 µl of cells (10^3^–10^4^ cells) treated with nucleotide releasing buffer was transferred into a luminometer plate. After approximately 2 min, the sample was read in a luminometer or luminescence capable plate reader (Data B). Next, 10*×* ADP-converting enzyme was diluted 10-fold with nucleotide releasing buffer. For measurement of ADP levels in the cells, the samples were read again (Data C), and then, 10 µl of 1*×* ADP Converting Enzyme was added. The samples were read again after approximately 2 min (Data D). The following equation was used: ADP/ATP ratio = [Data D - Data C] / [Data B - Data A]. The ATP/ADP ratio is the reciprocal of the ADP/ATP ratio.

### Whole-cell respiration and glycolysis analysis

Mitochondrial respiration was measured using the Seahorse XF24 Extracellular Flux Analyzer (Seahorse, Agilent, USA) according to the manufacturer’s instructions. Briefly, MIN6 cells were seeded onto an XF24 microplate at 80,000 cells/well. The cellular OCR was monitored in buffered assay medium with 2 mM GlutaMAX, 2.5 mM sodium pyruvate, and 10 mM glucose (pH 7.4 at 37 °C), following the sequential addition of oligomycin (oligo, 1 μM), carbonyl cyanide 4-(trifluoromethoxy) phenylhydrazone (FCCP, 2 μM), rotenone (ROT, 1 μM) and antimycin A (AA, 1 μM). The maximal OCR was calculated by subtracting the OCR in the presence of rotenone and AA from that in the presence of FCCP. For glycolysis analysis, glucose (10 mM), oligomycin (1 μM) and 2-DG (42.5 mM) were applied.

### Mitochondrial ROS measurements

MitoSOX Red live-cell dye (M36008, Invitrogen™, Thermo Fisher Scientific) was used for mitochondrial ROS detection. For MitoSOX measurement, 2 μM indicator was loaded into MIN6 cells at 37 °C for 30 min in KRH solution and detected at the excitation wavelength (514 nm) and emission wavelength (580–740 nm) by a confocal microscope (LSM 880, Zeiss, Germany) with a 40*×*, 1.3 NA oil immersion objective.

### Calcium measurements in MIN6 cells and normal β cells of mouse primary islets

Calcium dyes were obtained from Thermo Fisher and dissolved in DMSO at a stock concentration of 1 mM. MIN6 cells were cultured in 35 mm glass bottom dishes (Cellvis, D35-14-1.5-N) and incubated for 15 min at 37 °C with Fura-2, AM (2 µM) in KRHB solution (119 mM NaCl, 4.8 mM KCl, 2.5 mM CaCl_2_, 1.2 mM MgSO_4_, 25 mM NaHCO_3_, 1.2 mM KH_2_PO_4_, 2.8 mM glucose, 10 mM HEPES and 1% BSA) with 2.8 mM glucose, with or without 16.8 mM glucose stimulation. MIN6 cells were infected with a genetically encoded calcium indicator, GCaMP6f (Addgene, No.67564) expression adenovirus. After 18 h of infection, MIN6 cells were treated with TMAO (100 nM, 18 h) or vehicle. And cytoplasm calcium was measured after another 18 h. Mouse primary islets specific-expressed GCaMP6f in β cells were obtained by primary dissection and culture in 35 mm glass bottom dishes (Cellvis, D35-20-1.5-N, USA). The fluorescence intensity ratio of GCaMP6f was plotted against the dynamics of cytosolic calcium. The intracellular Ca^2+^ concentration ([Ca^2+^]i) was measured by confocal microscopy with Fura-2, a dual-wavelength ratiometric fluorescent calcium indicator. Fura-2 was excited by a laser at wavelengths of 340 and 380 nm, and [Ca^2+^]i was calculated from the ratio of the fluorescence intensity at 340 nm (F340) to that at 380 nm (F380). The fluorescence intensity ratio of Fura-2 was plotted against the dynamics of cytosolic calcium. A confocal microscope (Zeiss LSM 710) with a 40×, 1.3 NA oil-immersion objective was used for imaging. Frames of 512 × 512 pixels or 1024 × 1024 pixels were taken at a rate of 1 s/frame. The total number of frames and the length of imaging were dependent upon the experimental design. The digital image data were processed and analyzed by Zeiss Zen Blue software and ImageJ.

### RNA-seq

RNA quantification and qualification: RNA degradation and contamination were monitored on 1% agarose gels; RNA purity was assessed using the NanoPhotometer® spectrophotometer (IMPLEN, CA, USA); RNA integrity was assessed using the RNA Nano 6000 Assay Kit of the Agilent Bioanalyzer 2100 system (Agilent Technologies, CA, USA). Library preparation for lncRNA sequencing: A total amount of 1.5 μg RNA per sample was used as input material for the RNA sample preparations. Sequencing libraries were generated using the NEBNext® UltraTM RNA Library Prep Kit for Illumina® (NEB, USA) following the manufacturer’s recommendations, and index codes were added to attribute sequences to each sample. Briefly, mRNA was purified from total RNA using poly-T oligo-attached magnetic beads. Fragmentation was carried out using divalent cations under elevated temperature in NEBNext First Strand Synthesis Reaction Buffer (5*×*). First-strand cDNA was synthesized using random hexamer primers and M-MuLV Reverse Transcriptase (RNaseH-). Second-strand cDNA synthesis was subsequently performed using DNA Polymerase I and RNase H. Remaining overhangs were converted into blunt ends via exonuclease/polymerase activities. After adenylation of the 3’ ends of DNA fragments, NEBNext adaptors with hairpin loop structures were ligated to prepare for hybridization. For selection of cDNA fragments with the right length, the library fragments were purified with an AMPure XP system (Beckman Coulter, Beverly, USA). Then, 3 μl of USER Enzyme (NEB, USA) was used with size-selected, adaptor-ligated cDNA at 37 °C for 15 min followed by incubation for 5 min at 95 °C before the PCR analysis. Then, PCR was performed with Phusion High-Fidelity DNA polymerase, Universal PCR primers and Index (X) Primer. Finally, the products were purified (AMPure XP system), and library quality was assessed on an Agilent Bioanalyzer 2100 system. Clustering and sequencing: The clustering of the index-coded samples was performed on a cBot Cluster Generation System using a HiSeq X-Ten/NovaseqS4 PE Cluster Kit (Illumina) according to the manufacturer’s instructions. After cluster generation, the library preparations were sequenced on an Illumina HiSeq X-Ten/NovaseqS4 platform, and 150 bp paired-end reads were generated.

### Real-time PCR analysis

Total RNA was extracted using TRIzol reagent (Life Technologies). cDNA was synthesized with 1 μg of total RNA according to the manufacturer’s protocol (Applied Biosystems). The primer sequences are listed in Supplementary Data 2. The target cDNA was amplified by real-time PCR, and the results were normalized to the housekeeping gene 36B4. The value of the control group was set to 1.

### Western blot

Cells and tissues were lysed in RIPA buffer with protease inhibitors and phosphatase inhibitors for phosphorylated protein analysis. The protein concentration was measured using bicinchoninic acid (BCA). Equal amounts of protein were separated by SDS‒PAGE and transferred to a PVDF membrane (Merck Millipore). Membranes were incubated in methanol for 1 min at room temperature, primary antibody (anti-Fmo3 (Abcam, clone EPR6968, cat. #Ab126711, 1:500), anti-Hsp90 (Proteintech, clone 3F11C1, cat. #60318-1-Ig, 1:5000), anti-ATP2A2/SERCA2 (Cell Signaling Technology (CST), clone D51B11, cat. #9580, 1:1000), anti-β Actin (Proteintech, clone 2D4H5, cat. #66009-l-lg, 1:5000), anti-phospho-PERK (Thr980) (CST, clone 16F8, cat. #3179, 1:1000), anti-PERK (CST, clone C33E10, cat. #3192, 1:1000), anti-phospho eIF2α (Ser51) (CST, clone D9G8, cat. #3398, 1:1000), anti-eIF2α (CST, clone D7D3, cat. #5324, 1:1000), anti-phospho-IRE1 (Ser724) (Abcam, clone EPR5253, cat. #ab124945, 1:500), anti-IRE1 (CST, clone 14C10, cat. #3294, 1:1000), anti-XBP-1s (CST, clone E9V3E, cat. #40435, 1:1000), anti-ATF6 (Abcam, cat. #ab203119, 1:500), anti-Sox9 (Sigma Aldrich, cat. #AB5535, 1:500), anti-Pdx1 (Abcam, clone EPR22002, cat. #ab219207, 1:1000), anti-Nkx6.1 (Abcam, clone EPR20405, cat. #ab221549, 1:1000), anti-Neurogenin3 (Abcam, cat. #ab176124, 1:500), anti-ChromograinA (Abcam, clone EPR22537-248, cat. #ab254322, 1:1000), anti-cleaved caspase-3 (Asp175) (CST, clone 5A1E, cat. #9664, 1:1000), anti-caspase-3 (CST, clone D3R6Y, cat. #14220, 1:1000), anti-cleaved PARP (Asp214) (CST, clone 7C9, cat. #9548 1:1000), anti-PARP (CST, clone 46D11, cat. #9532, 1:1000), anti-NF-κB p65 (CST, clone D14E12, cat. #8242, 1:1000), anti-phospho-NF-κB p65 (Ser536) (CST, clone 93H1, cat. #3033, 1:1000), anti-NLRP3 (CST, clone D4D8T, cat. #15101, 1:1000), anti-ASC (CST, clone D2W8U, cat. #67824, 1:1000), anti-cleaved caspase-1 (CST, clone E2G2I, cat. #89332, 1:1000), anti-cleaved IL-1β (CST, clone E7V2A, cat. #63124, 1:1000), anti- IL-1β (CST, clone D6D6T, cat. #31202, 1:1000), anti-AIM2 (CST, cat. #63660, 1:1000), anti-phospho-PPAR-γ (ser273) (Bioss, cat. #bs-4888R, 1:500), anti-PPAR-γ (CST, clone C26H12, cat. #2435, 1:1000)) at 4 °C overnight, and then secondary antibody (HRP-conjugated goat anti-rabbit (Jackson ImmunoResearch, 111-035-003, 1:10,000) and HRP-conjugated goat anti-mouse (Jackson ImmunoResearch, 115-035-003, 1:10,000)) conjugated with horseradish peroxidase (Thermo Scientific) for 2 h at room temperature. The membranes were developed using chemiluminescent ECL reagents (Thermo Scientific).

### Serca activity assay

Ca^2+^-dependent Serca activity was measured in whole lysates by a spectrophotometric assay using an enzyme-coupled system as previously described^57–59^. MIN6 cells were homogenized in homogenization buffer [250 mM sucrose, 5 mM HEPES pH 7.0, 25 μM digitonin, 1 mM PMSF, and complete protease inhibitor cocktail (Roche)]. The protein concentration was adjusted with homogenization buffer to 25 μg/mL and added to reaction buffer (100 mM KCl, 10 mM MgCl_2_, 20 mM HEPES, pH 7.0, 10 mM phosphoenolpyruvate, 1 mM EGTA, 15 U/ml each of pyruvate kinase and lactate dehydrogenase, 0.5 mM NADH, 2 μM calcimycin A-23187, 5 μM free Ca^2+^, final pH 7.0). Reactions were started by adding 5 mM ATP and incubated for 10 min at 37 °C, and then, the decrease in absorbance at 340 nm was recorded for 10 min. Serca-independent Ca^2+^-ATPase activity was measured in the presence of the Serca inhibitor thapsigargin (10 μM, BioVision 1558-1) and subtracted.

### Detection of ER calcium

Full length of G-CatchER*+* sequences were cloned into the pAdeno vector (pAdeno-CMV-MCS) backbone and adenovirus packaging was produced by OBiO Technology Corp., Ltd (Shanghai, China). Cells were infected by adenovirus of G-CatchER+^60^, and expresses over 36 h to ensure GCatChER protein localized in ER lumen, via a fused ER localization signal KDEL. Cells were loaded with 1 μM Rhod2, AM (Molecular Probe, R1245MP) for 10 minutes, 37 °C before time-lapse imaging.

### Statistics

No statistical method was used to determine animal’s sample size. Sample size was chosen based on experience with the used experimental models in the field of cell biology and animal experiments. The number of samples and independent biological experimental repeats were indicated in the figure legends. Two-sided Student’s *t* tests are used in the statistics. Analyses were performed using Excel 2016 or GraphPad Prism 8.0 software with significance set to *P* < 0.05. In the figures, asterisks denote statistical significance (*p < 0.05; **p < 0.01; ***p < 0.001). All quantitative data are expressed as mean ± SEM.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Reporting Summary

### Source data

Source Data

## Data Availability

The RNA sequencing data generated in this study have been deposited in the Gene Expression Omnibus database under accession code GSE243083. All other data generated in this study are provided in the Article, Supplementary Information, or Source Data file. Source data are provided with this paper.

# Supplementary material for: Trimethylamine N-oxide impairs β-cell function and glucose tolerance
**Source:** Nat Commun. 2024 Mar 21;15:2526. doi: 10.1038/s41467-024-46829-0
**Supplement:** Supplementary file 1 — Supplementary Information

# **Trimethylamine N-oxide impairs $\beta$ -cell function and glucose tolerance**

Lijuan Kong<sup>1,2,3,#</sup>, Qijin Zhao<sup>1,2,3,#</sup>, Xiaojing Jiang<sup>1,2,3,#</sup>, Jinping Hu<sup>1</sup>, Qian Jiang<sup>1,2,3</sup>, Li Sheng<sup>1</sup>, Xiaohong Peng<sup>4,5</sup>, Shusen Wang<sup>6</sup>, Yibing Chen<sup>1,2,3</sup>, Yanjun Wan<sup>1,2,3</sup>, Shaocong Hou<sup>1,2,3</sup>, Xingfeng Liu<sup>1,2,3</sup>, Chunxiao Ma<sup>1,2,3</sup>, Yan Li<sup>1</sup>, Li Quan<sup>5</sup>, Liangyi Chen<sup>4,5</sup>, Bing Cui<sup>1,3</sup>, Pingping Li<sup>1,2,3</sup>✉

## **Supplementary Figures and Legends**

## **Supplementary Tables**

Supplementary Figures and Legends

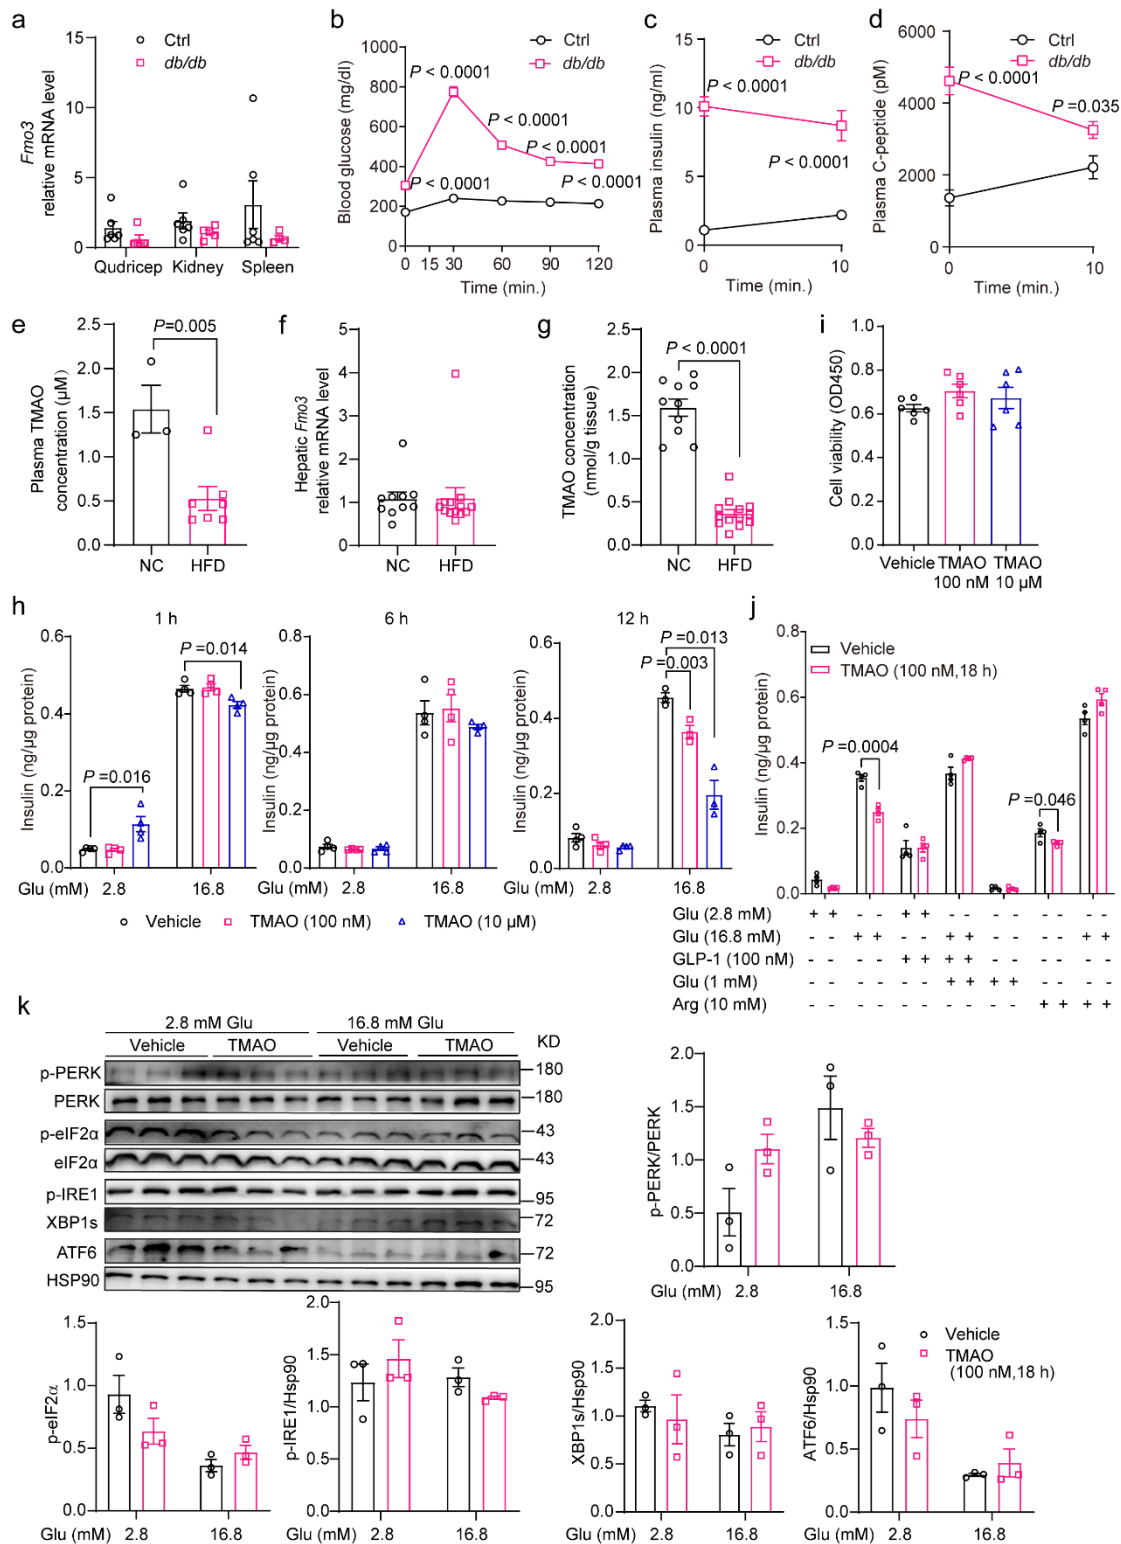

Supplementary Figure 1. TMAO time-dependently inhibited GSIS, related to Figure 1. **a** *Fmo3* mRNA levels in different tissues of 15-week-old male control (n=6

mice) and *db/db* mice (n=5 mice). **b** Oral glucose tolerance test of 9-week-old male control and *db/db* mice. n=12 mice. **c** Plasma insulin during the glucose tolerance test. n=8 (control), or 11 (*db/db*) mice. **d** Plasma C-peptide during the glucose tolerance test. n=10 (control), or 11 (*db/db*) mice. **e** Plasma TMAO concentration in male NC (n=3 mice) and HFD-fed (22 weeks of feeding) mice (n=7 mice). **f** Hepatic *Fmo3* mRNA levels in male NC (n=10 mice) and HFD-fed (19 weeks of feeding) mice (n=13 mice). **g** Pancreatic TMAO concentration in male NC (n=10 mice) and HFD-fed (19 weeks of feeding) mice (n=10 mice). **h** GSIS of MIN6 cells treated with or without TMAO for 1, 6, and 12 h. n=3 (12 h at 16.8 mM Glu), or 4 (others) biologically independent cell samples. **i** CCK-8 assay of MIN6 cells treated with TMAO (100 nM and 10  $\mu$ M) for 18 h. n=6 biologically independent cell samples. **j** Glucose, GLP-1 and arginine stimulated insulin secretion of MIN6 cells treated with or without TMAO (100 nM, 18 h). n=4 biologically independent cell samples. **k** ER stress-related protein levels in MIN6 cells treated with or without TMAO (100 nM, 18 h). n=3 biologically independent cell samples. Statistical significance was calculated (**b-h, j**) by two-sided Student's t-test. The data are presented as mean  $\pm$  SEM. Arg, arginine; GLP-1, glucagon-like peptide-1. Source data are provided as a Source Data file.

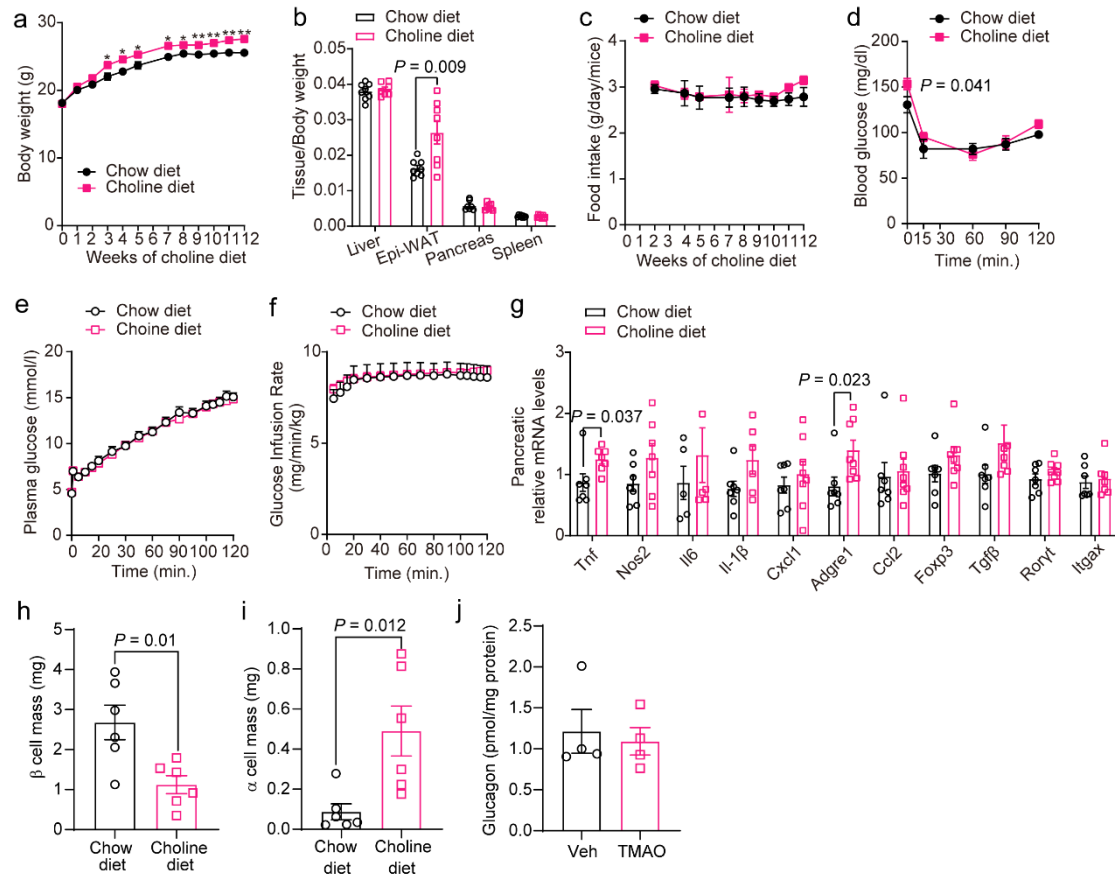

**Supplementary Figure 2. Elevated inflammation in islets of mice fed choline, related to Figure 2.** **a** Body weight during choline diet feeding in male C57BL/6J mice. n=15 mice. **b** Tissue weight to body weight ratio in male chow- and choline diet-fed (13 weeks) mice. n=8 mice. **c** Food intake during choline diet feeding in male C57BL/6J mice. n=3 cages. **d** ITT of male chow- (n=12 mice) and choline diet-fed (10 weeks) mice (n=14 mice). The insulin dose was 0.3 U/kg of body weight. **e-f** Plasma glucose (**e**) and GIR (**f**) during hyperglycemic clamp of male chow- (n=7 mice) and choline diet-fed (13 weeks) mice (n=9 mice). **g** Pancreatic inflammatory gene mRNA levels in male chow- and choline diet-fed (13 weeks) mice. n=7 mice. **h-i** Quantification of  $\beta$ - and  $\alpha$ - cell mass in male chow- and choline diet-fed (13 weeks) mice. n=6 mice. **j** Glucagon secretion under low glucose conditions in  $\alpha$  cell line  $\alpha$ TC1-6 cells treated with or without TMAO (100 nM, 18 h). n=4 biologically independent cell samples. Statistical significance was calculated (**a-b, d, g-i**) by two-sided Student's t-test. The data are presented as mean  $\pm$  SEM. *P* values in **a** denoted by asterisks (from left to

right):  $P = 0.009$ ,  $P = 0.005$ ,  $P = 0.014$ ,  $P = 0.011$ ,  $P = 0.033$ ,  $P = 0.023$ ,  $P = 0.01$ ,  $P = 0.003$ ,  $P = 0.001$ . Mice: C57BL/6J, choline diet feeding from 8 weeks old (a-i). Source data are provided as a Source Data file.

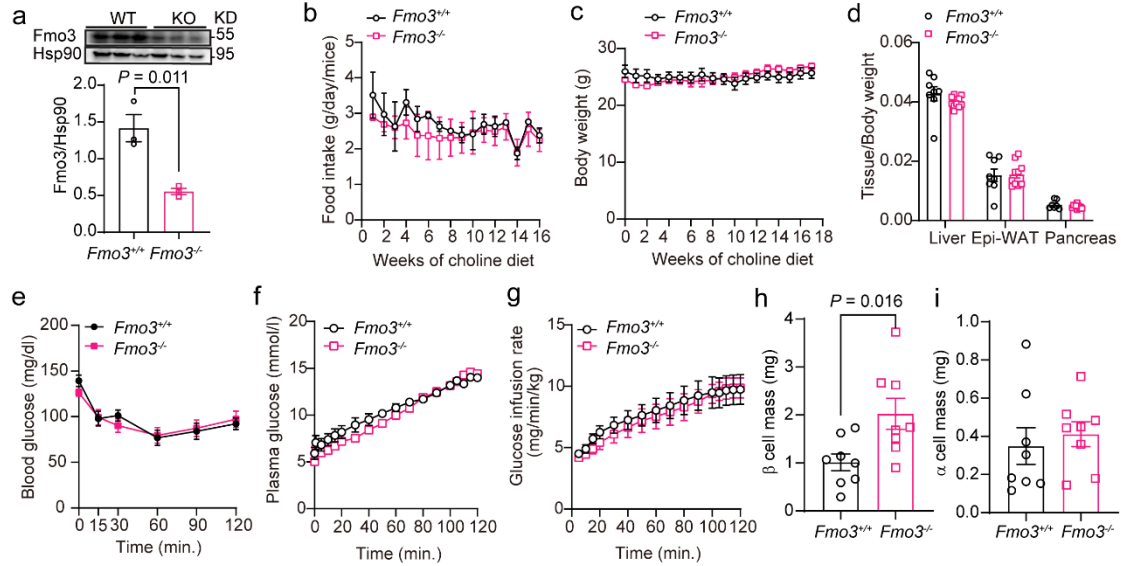

**Supplementary Figure 3. Similar insulin sensitivity in control and *Fmo3* KO mice, related to Figure 3.** **a** Hepatic *Fmo3* protein levels of male *Fmo3*<sup>+/+</sup> and *Fmo3*<sup>-/-</sup> mice. n=3 mice. **b** Food intake of male *Fmo3*<sup>+/+</sup> and *Fmo3*<sup>-/-</sup> mice during choline diet feeding. n=2 cages. **c** Body weight of male *Fmo3*<sup>+/+</sup> (n=8 mice) and *Fmo3*<sup>-/-</sup> mice (n=10 mice) during choline diet feeding. **d** The ratio of tissue weight to body weight in male choline diet-fed *Fmo3*<sup>+/+</sup> (n=8 mice) and *Fmo3*<sup>-/-</sup> mice (n=10 mice). **e** ITTs of male choline diet-fed (16 weeks) *Fmo3*<sup>+/+</sup> (n=7 mice) and *Fmo3*<sup>-/-</sup> mice (n=9 mice). **f-g** Plasma glucose (**f**) and GIR (**g**) during hyperglycemic clamp in male choline diet-fed (18 weeks) *Fmo3*<sup>+/+</sup> and *Fmo3*<sup>-/-</sup> mice. n=5 mice. **h-i** Quantification of  $\beta$ - and  $\alpha$ - cell mass in male choline diet-fed (18 weeks) *Fmo3*<sup>+/+</sup> and *Fmo3*<sup>-/-</sup> mice. n=8 mice. Statistical significance was calculated (**a**, **h**) by two-sided Student's t-test. The data are presented as mean  $\pm$  SEM. Mice: C57BL/6J, choline diet feeding from 8 weeks old (a-i). Source data are provided as a Source Data file.

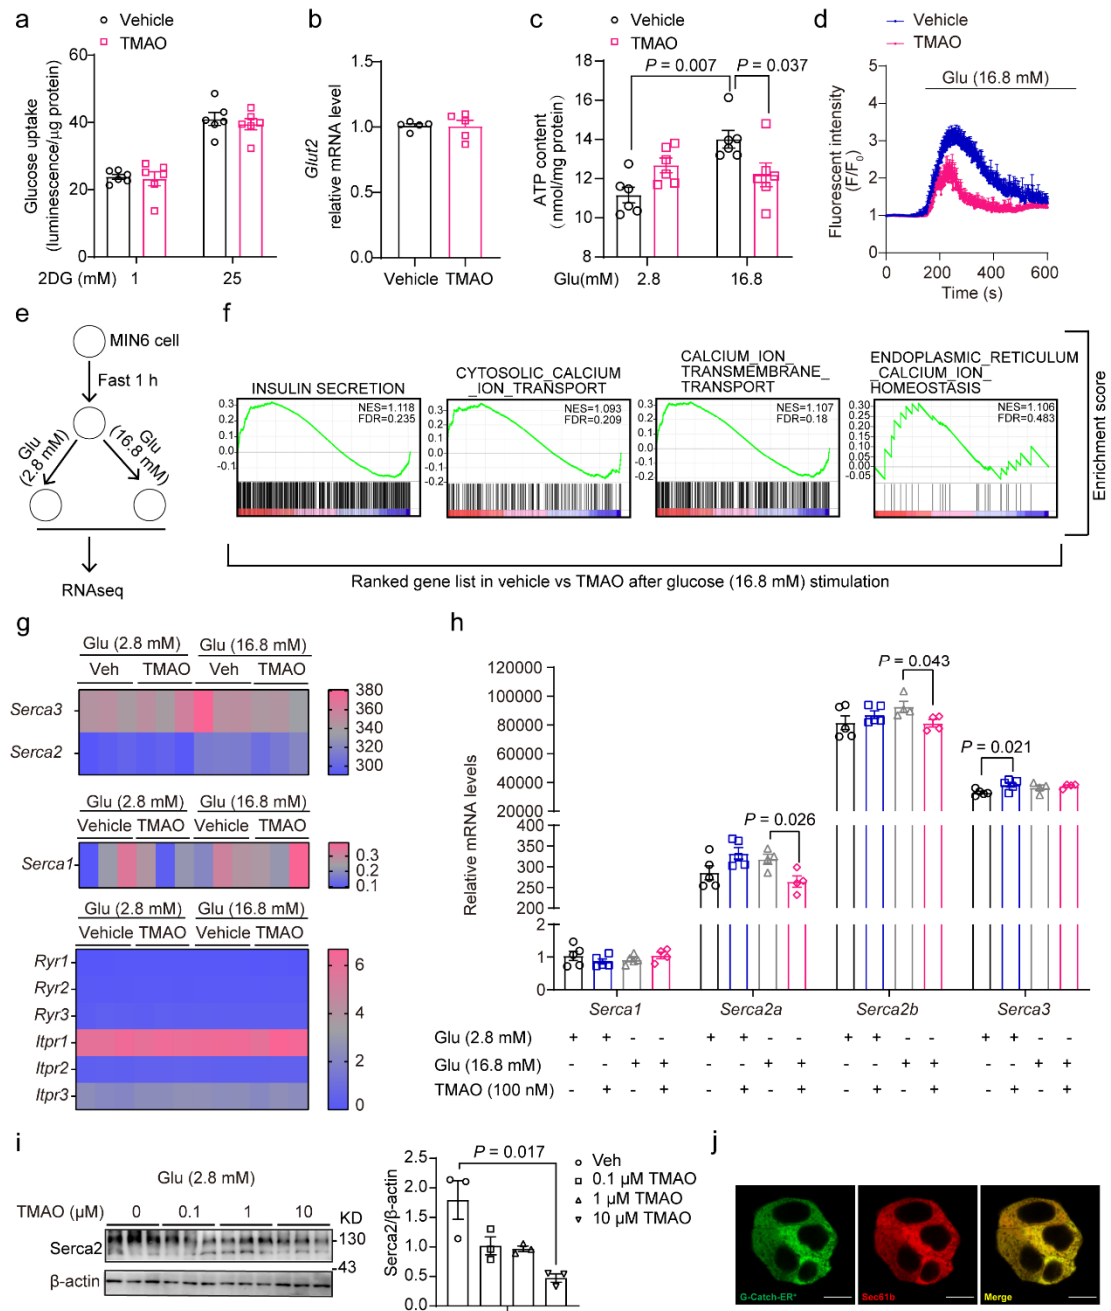

**Supplementary Figure 4. TMAO did not alter glucose uptake, related to Figure 4.**

**a** Glucose uptake of MIN6 cells treated with or without TMAO (100 nM, 18 h). n=6 biologically independent cell samples. **b** *Glut2* mRNA levels in MIN6 cells treated with or without TMAO (1 μM, 18 h). n=5 biologically independent cell samples. **c** ATP content in male mouse primary islets treated with or without TMAO (1 μM, 18 h). n=6 biologically independent samples. **d** Cytosolic calcium dynamics with GCaMP6f stimulated by high glucose (16.8 mM) in MIN6 cells treated with or without TMAO (100 nM, 18 h). n=13 (vehicle), or 14 (TMAO) cells from 6 samples. **e** The treatment

process of MIN6 cells for RNA-seq. **f** GSEA plot of insulin secretion, cytosolic calcium ion transport, calcium ion transmembrane transport and ER calcium ion homeostasis biological processes in vehicle- and TMAO (100 nM, 18 h)-treated MIN6 cells after high-glucose (16.8 mM) stimulation. Cytosolic calcium ion transport-, calcium ion transmembrane transport- and ER calcium ion homeostasis-related genes were included in insulin secretion-related genes. **g** Heatmap of *Serca2*, *Serca3*, *Serca1*, *Ryr1*, *Ryr2*, *Ryr3*, *Itpr1*, *Itpr2*, and *Itpr3* mRNA levels in MIN6 cells treated with or without TMAO (100 nM, 18 h) by RNA-seq. n=3 biologically independent cell samples. The heatmap was generated using fragments per kilobase per million (FPKM) values. **h** *Serca1*, *Serca2a*, *Serca2b* and *Serca3* mRNA levels in MIN6 cells treated with or without TMAO (100 nM, 18 h). n=5 biologically independent cell samples. **i** *Serca2* protein levels in MIN6 cells treated with or without TMAO (100 nM, 1  $\mu$ M or 10  $\mu$ M, 18 h) under 2.8 mM glucose conditions. n=3 biologically independent cell samples. **j** Spatial localization of ER calcium indicator G-Catch-ER<sup>+</sup> and ER marker Sec61 $\beta$  in MIN6 cells. Scale bar: 10  $\mu$ m. Statistical significance was calculated (**c**, **h-i**) by two-sided Student's t-test. The data are presented as mean  $\pm$  SEM. Mice: C57BL/6J, 15 weeks old (**c**). Source data are provided as a Source Data file.

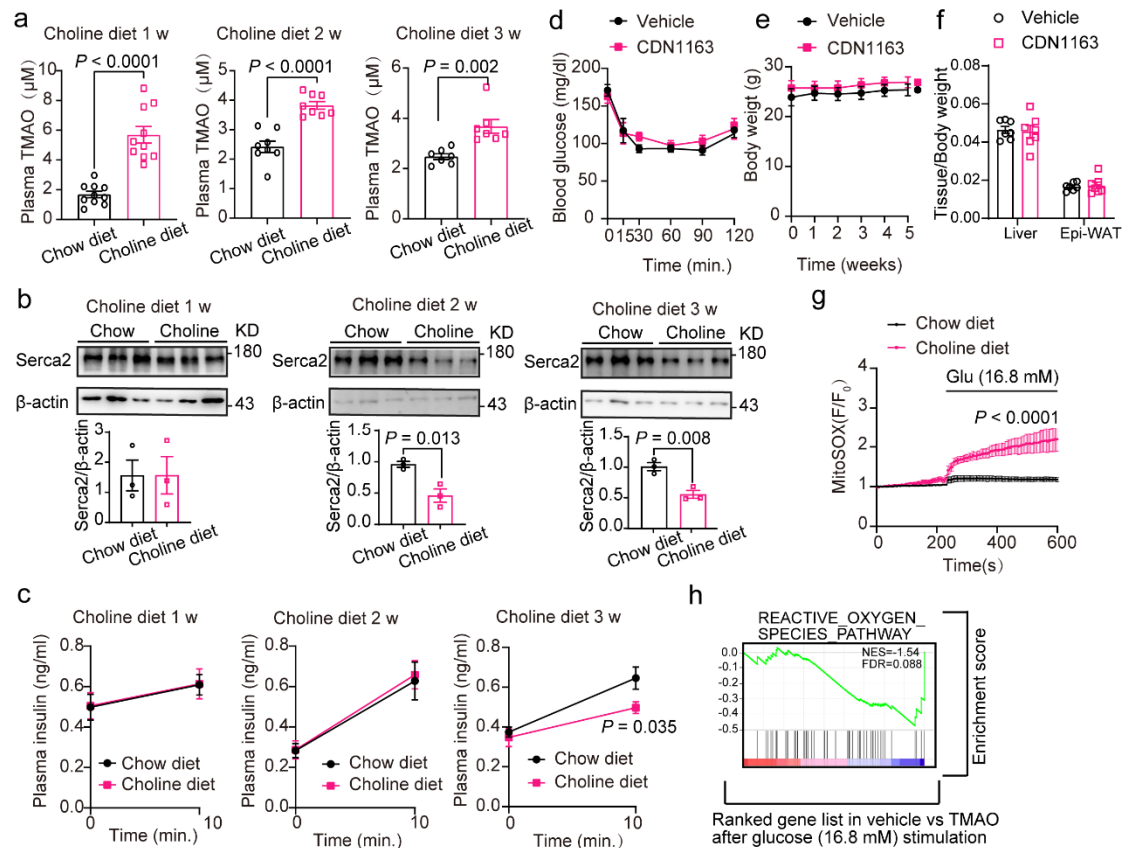

**Supplementary Figure 5. TMAO enhanced the ROS pathway, related to Figure 5.**

**a** Plasma TMAO concentration in male chow diet- and choline diet-fed (1, 2, 3 weeks) mice.  $n=10$  mice (1 week),  $n=8$  mice (2 weeks),  $n=7$  mice (3 weeks). **b** Serca2 protein levels in islets isolated from male chow diet- and choline diet-fed (1, 2, 3 weeks) mice.  $n=3$  mice. **c** Plasma insulin levels after intraperitoneal injection of glucose for 0 and 10 min in male chow diet- and choline diet-fed (1, 2, 3 weeks) mice.  $n=7$  mice (1, 3 weeks),  $n=10$  mice (2 weeks). **d** ITTs of vehicle- ( $n=6$  mice) and CDN1163-treated (26 d) male choline diet-fed mice ( $n=7$  mice). **e** Body weight of vehicle- ( $n=7$  mice) and CDN1163-treated male choline diet-fed mice ( $n=6$  mice). **f** The ratio of tissue weight to body weight in vehicle- and CDN1163-treated (45 d) male choline diet-fed mice ( $n=7$  mice). **g** Mitochondrial ROS in normal  $\beta$  cells from chow- ( $n=9$  cells from 6 samples) and choline diet-fed (6 weeks) mice ( $n=6$  cells from 6 samples). **h** GSEA plot of the ROS pathway in vehicle- and TMAO (100 nM, 18 h)-treated MIN6 cells after high-glucose (16.8 mM) stimulation.  $n=3$  biologically independent cell samples. Statistical significance was calculated (**a-c, g**) by two-sided Student's t-test. The data are presented

as mean  $\pm$  SEM. Mice: C57BL/6J, choline diet feeding from 8 weeks old (**a-g**). Source data are provided as a Source Data file.

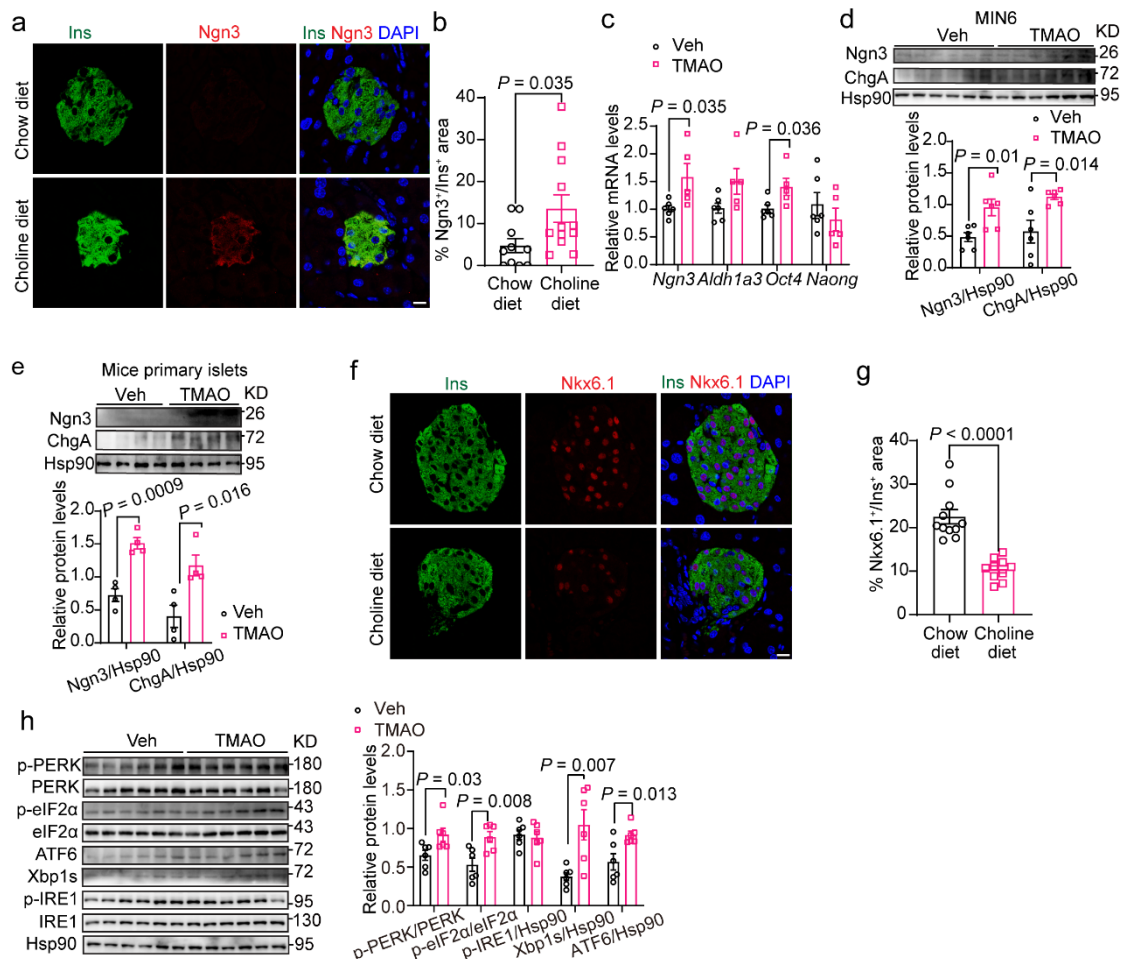

**Supplementary Figure 6. TMAO increased dedifferentiation marker levels, related to Figure 6. a-b** Immunofluorescence of insulin (green), Ngn3 (Neurogenin3, red) and DAPI (blue) in male chow- and choline diet-fed (13 weeks) mice (**a**). This step was followed by measurements of the % Ngn3<sup>+</sup>/Ins<sup>+</sup> area (**b**).  $n=10$  (chow), or 12 (choline). Scale bar, 10  $\mu$ m. **c** Dedifferentiation marker mRNA levels in MIN6 cells treated with and without TMAO (100 nM, 9 d).  $n=6$  (vehicle), or 5 (TMAO) biologically independent cell samples. **d** Ngn3 and ChgA protein levels in MIN6 cells treated with and without TMAO (100 nM, 9 d).  $n=6$  biologically independent cell samples. **e** Ngn3 and ChgA protein levels in male mouse primary islets treated with and without TMAO (100 nM, 9 d).  $n=4$  biologically independent cell samples. **f-g**

Immunofluorescence of insulin (green), Nkx6.1 (red) and DAPI (blue) in male chow- and choline diet-fed (13 weeks) mice (**f**). This step was followed by measurements of % Nkx6.1<sup>+</sup>/Ins<sup>+</sup> area (**g**). n=11 (chow), or 10 (choline). Scale bar, 10  $\mu$ m. **h** ER stress-related protein levels in MIN6 cells treated with or without TMAO (100 nM, 9 d). n=6 biologically independent cell samples. Statistical significance was calculated (**b-e**, **g-h**) by two-sided Student's t-test. The data are presented as mean  $\pm$  SEM. Mice: C57BL/6J, choline diet feeding from 8 weeks old (**a-b**, **f-g**); C57BL/6J, 15 weeks old (**e**). Source data are provided as a Source Data file.

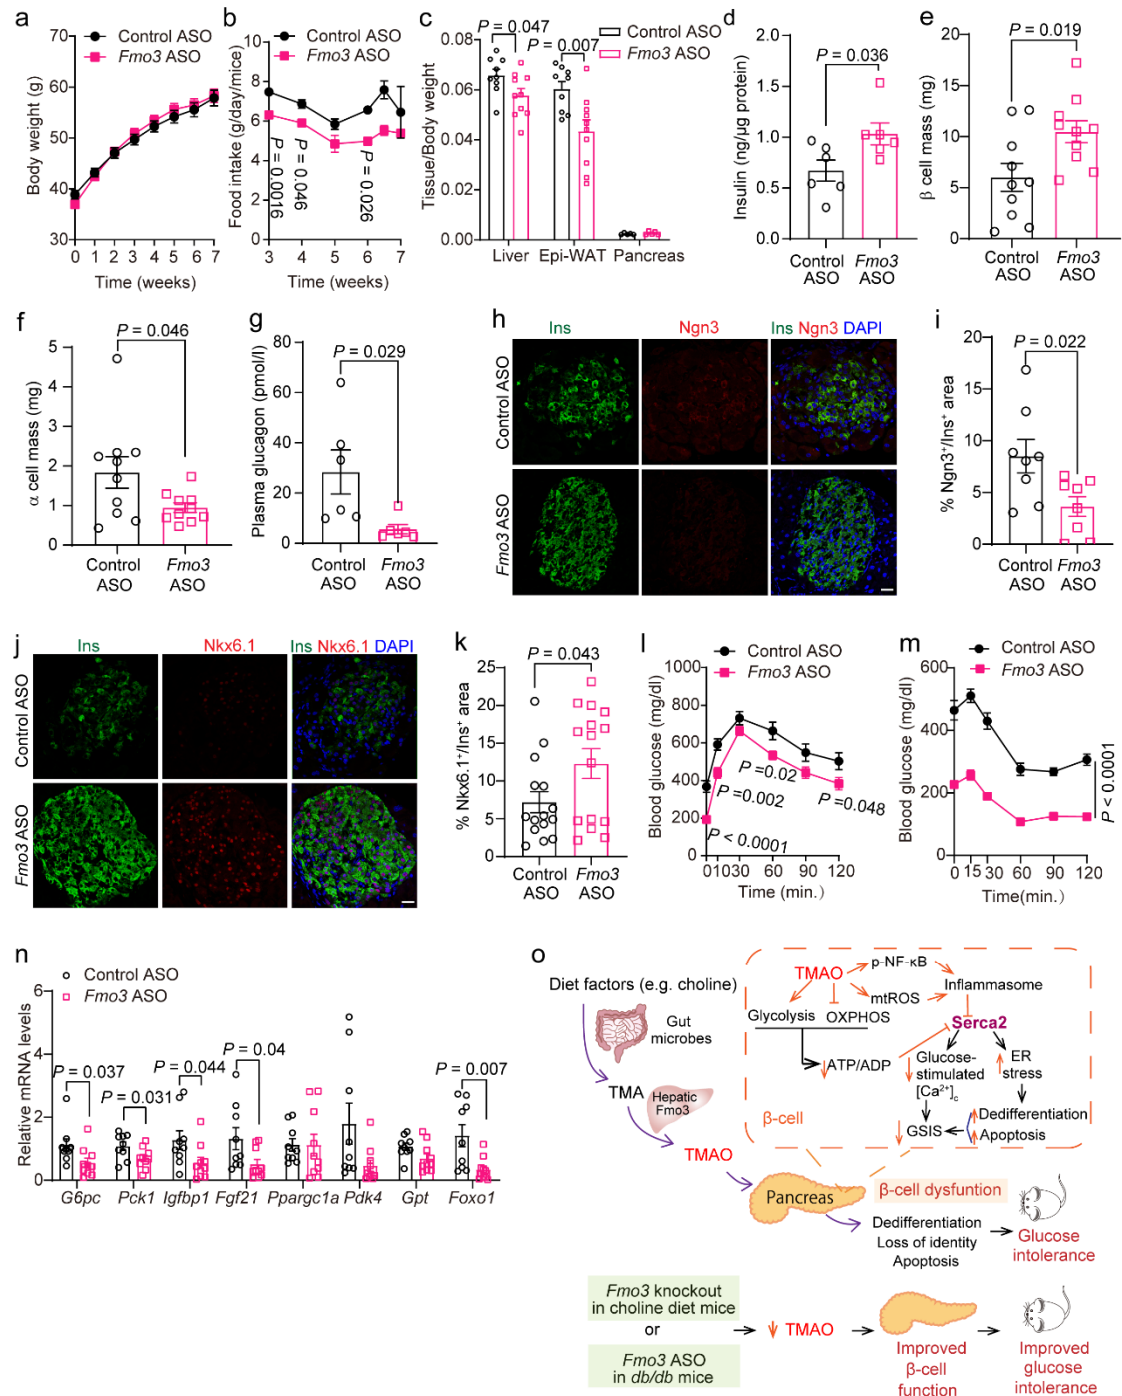

**Supplementary Figure 7. Deficiency of Fmo3 improved insulin sensitivity in *db/db* mice, related to Figure 7.** **a** Body weight during ASO treatment in *db/db* mice.  $n=10$  mice. **b** Food intake during ASO treatment in *db/db* mice.  $n=2$ . **c** Tissue weight to body weight ratio of ASO-treated *db/db* mice.  $n=9$  (control ASO), or 10 (*Fmo3* ASO) mice except for pancreas weight to body weight ratio of ASO-treated *db/db* mice were  $n=5$ . **d** KCl (30 mM) stimulated insulin secretion in primary islets from 5 weeks of ASO

treatment in male *db/db* mice. n=6 biologically independent islet samples. **e-f** Quantification of  $\beta$ - and  $\alpha$ - cell mass in male control and *Fmo3* ASO-treated (10 weeks) *db/db* mice. n=10 mice. **g** Plasma glucagon levels in male control and *Fmo3* ASO-treated (6 weeks) *db/db* mice. n=6 mice. **h-i** Immunofluorescence for insulin (green), Ngn3 (red) and DAPI (blue) in male control and *Fmo3* ASO-treated *db/db* mice (**h**). This step was followed by measurements of the % Ngn3<sup>+</sup>/Ins<sup>+</sup> area (**i**). n=8 from 6 mice. Scale bar, 20  $\mu$ m. **j-k** Immunofluorescence for insulin (green), Nkx6.1 (red) and DAPI (blue) in male control and *Fmo3* ASO-treated *db/db* mice (**j**). Then, the % Nkx6.1<sup>+</sup>/Ins<sup>+</sup> area was measured (**k**). n=15 from 6 mice. Scale bar, 20  $\mu$ m. **(l)** IPGTTs after 3 weeks of ASO treatment in male *db/db* mice. n=10 mice. **m** ITTs after 7 weeks of ASO treatment in male *db/db* mice. n=8 (control ASO), or 9 (*Fmo3* ASO) mice. **n** Hepatic gluconeogenesis-related mRNA levels in ASO-treated male *db/db* mice. n=9 (control ASO), or 10 (*Fmo3* ASO) mice. **o** Graphic summary on TMAO impairs  $\beta$ -cell function and glucose tolerance through Serca2. The gut microbes metabolize diet factors such as choline to form TMA and hepatic *Fmo3* oxidizes TMA to TMAO. Plasma TMAO levels are elevated in both diabetic mice and human subjects. TMAO inhibits calcium transients through NLRP3 inflammasome-related cytokines and induced Serca2 loss. Long-term TMAO exposure promotes  $\beta$ -cell ER stress, dedifferentiation, and apoptosis. Consequently, the  $\beta$ -cell function and glucose tolerance are impaired. Inhibition of TMAO production through either genetic knockdown or antisense oligomers of *Fmo3*, the TMAO-producing enzyme, improves  $\beta$ -cell and glucose tolerance in both *db/db* and choline diet-fed mice. Statistical significance was calculated (**b-g, i, k-n**) by two-sided Student's t-test. The data are presented as mean  $\pm$  SEM. Mice, *db/db*, ASO treatment (50 mg/kg body weight) from 6 weeks old (**a-n**). Source data are provided as a Source Data file.

## Supplementary Tables

**Supplementary Table 1. Information on control subjects who provided liver samples**

| Group   | Sex    | Age   |
|---------|--------|-------|
| Control | Female | 20-30 |
|         | Male   | 30-40 |
|         | Male   | 60-70 |

**Supplementary Table 2. Information on NAFLD subjects who provided liver samples**

NA: not available

**Supplementary Table 3. Information on donors who provided islets**

NA: not available

**Supplementary Table 4. Composition of diets**

| Diets              | Carbohydrate<br>(% calories) | Protein (%)<br>calories) | Fat (%)<br>calories) | Choline<br>(%) |
|--------------------|------------------------------|--------------------------|----------------------|----------------|
| 0.08% choline diet | 68%                          | 21%                      | 12%                  | 0.08           |
| 1% choline diet    | 68%                          | 21%                      | 12%                  | 1              |

# Supplementary material for: Trimethylamine N-oxide impairs β-cell function and glucose tolerance
**Source:** Nat Commun. 2024 Mar 21;15:2526. doi: 10.1038/s41467-024-46829-0
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

### **Description of Additional Supplementary Files**

**Supplementary Data 1:** Information on donors who provided serum

**Supplementary Data 2:** Oligos used in this study

**Supplementary Data 3:** Key resources table

# Supplementary material for: Trimethylamine N-oxide impairs β-cell function and glucose tolerance
**Source:** Nat Commun. 2024 Mar 21;15:2526. doi: 10.1038/s41467-024-46829-0
**Supplement:** Supplementary file 4 — Supplementary Data 1

**Supplementary Data 1. Information on donors who provided serum**

# Supplementary material for: Trimethylamine N-oxide impairs β-cell function and glucose tolerance
**Source:** Nat Commun. 2024 Mar 21;15:2526. doi: 10.1038/s41467-024-46829-0
**Supplement:** Supplementary file 5 — Supplementary Data 2

**Supplementary Data 2. Oligos used in this study**

# Supplementary material for: Trimethylamine N-oxide impairs β-cell function and glucose tolerance
**Source:** Nat Commun. 2024 Mar 21;15:2526. doi: 10.1038/s41467-024-46829-0
**Supplement:** Supplementary file 6 — Supplementary Data 3

**Supplementary Data 3. Key resources table**

# Supplementary material for: Trimethylamine N-oxide impairs β-cell function and glucose tolerance
**Source:** Nat Commun. 2024 Mar 21;15:2526. doi: 10.1038/s41467-024-46829-0
**Supplement:** Supplementary file 7 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                                   |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                    |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Standard software and the respective analysis tools provided by manufacturers were listed in the methods (Zeiss microsystems, QuantStudio 3, Excel 2016, Image J 2.0.0, etc.). No software was used other than that listed in the Methods.                         |
| Data analysis   | Student's t-test analysis were done by using Excel 2016 and Prism GraphPad 8.0. All microscopy data was collected and analyzed using the Zeiss microsystems and ZEN software. Immunofluorescence and Western blots images analysis was performed by Image J 2.0.0. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The RNA sequencing data generated in this study have been deposited in the Gene Expression Omnibus database under accession code GSE243083 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE243083>]. All other data generated or analyzed during this study are included in this article (and its supplementary information files). Source data are provided with this paper.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |                                                                                                                                                                                                                                                                                                                                                                                             |
|--------------------------------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Reporting on sex and gender                                        | Human primary islets were provided by Tianjin First Center Hospital (China), male=3, female=1. Human livers were provided by Wenzhou Medical University (Zhejiang, China), for NAFLD model, male=6, female=4, for the control, male=2, female=1. Human serum was provided by Peking Union Medical College Hospital, for T2D group, male=32, female=28, for the control, male=12, female=48. |
| Reporting on race, ethnicity, or other socially relevant groupings | All participants are Asians in this study.                                                                                                                                                                                                                                                                                                                                                  |
| Population characteristics                                         | The specific informations of donors for providing livers, islets and serum were provided in Supplementary Tables 1-3 and Supplementary Data 1.                                                                                                                                                                                                                                              |
| Recruitment                                                        | The samples were received anonymously.                                                                                                                                                                                                                                                                                                                                                      |
| Ethics oversight                                                   | All protocols for livers were approved by the First Affiliated Medical Hospital of Wenzhou Medical University (no. 2016-246) , All protocols for islets were approved by Ethical Committee of Tianjin First Central Hospital (no. 2016N086KY). All protocols for serum were approved by Ethical Committee of Peking Union Medical College Hospital (no. ZS-1274).                           |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No statistical method was used to determine animal's sample size. Sample size was chosen based on experience with the used experimental models in the field of cell biology and animal experiments. Detailed description of the statistical methods used for the analyse, appears in the paper. At least three biological replicates were achieved for experiments in cells, such sample sizes are typical for the in vitro experiments. For in vivo experiments, a sample size of n≥5 mice was used per experimental group. |
| Data exclusions | No data was excluded in this study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
| Replication     | Replication attempts were successful. The experiments were repeated with at least three biological and/or technical replicates to ensure reproducibility. The detail was indicated in the Methods section.                                                                                                                                                                                                                                                                                                                   |
| Randomization   | For animal studies, db/db mice were grouped according to bodyweight, fasting blood glucose before they were assigned into different treatment groups. For all other experiments, mice or samples were randomly allocated into group and then earmarked by an independent researcher.                                                                                                                                                                                                                                         |
| Blinding        | All experiments were performed in a non-blinded manner. Investigators were not blinded as endpoint criteria was defined prior to experiment.                                                                                                                                                                                                                                                                                                                                                                                 |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

### Antibodies used

Western Blots: anti-Fmo3 (Abcam, clone EPR6968, cat. #Ab126711, 1:500), anti-Hsp90 (Proteintech, clone 3F11C1, cat. #60318-1-Ig, 1:5000), anti-ATP2A2/SERCA2(Cell Signaling Technology (CST), clone D51B11, cat. #9580, 1:1000), anti-β Actin (Proteintech, clone 2D4H5, cat. #66009-I-Ig, 1:5000), anti-phospho-PERK(Thr980)(CST, clone 16F8, cat. #3179, 1:1000), anti-PERK(CST, clone C33E10, cat. #3192, 1:1000), anti-phospho eIF2α (Ser51)(CST, clone D9G8, cat. #3398, 1:1000), anti-eIF2α (CST, clone D7D3, cat. #5324, 1:1000), anti-phospho-IRE1 (Ser724) (Abcam, clone EPR5253, cat. #ab124945, 1:500), anti-IRE1 (CST, clone 14C10, cat. #3294, 1:1000), anti-XBP-1s (CST, clone E9V3E, cat. #40435, 1:1000), anti-ATF6 (Abcam, cat. #ab203119, 1:500), anti-Sox9 (Sigma Aldrich, cat. #AB5535, 1:500), anti-Pdx1 (Abcam, clone EPR22002, cat. #ab219207, 1:1000), anti-Nkx6.1 (Abcam, clone EPR20405, cat. #ab221549, 1:1000), anti-Neurogenin3 (Abcam, cat. #ab176124, 1:500), anti-ChromograinA (Abcam, clone EPR22537-248, cat. #ab254322, 1:1000), anti-cleaved caspase-3 (Asp175)(CST, clone 5A1E, cat. #9664, 1:1000), anti-caspase-3 (CST, clone D3R6Y, cat. #14220, 1:1000), anti-cleaved PARP (Asp214)(CST, clone 7C9, cat. #9548 1:1000), anti-PARP (CST, clone 46D11, cat. #9532, 1:1000), anti-NF-κB p65 (CST, clone D14E12, cat. #8242, 1:1000), anti-phospho-NF-κB p65 (Ser536)(CST, clone 93H1, cat. #3033, 1:1000), anti-NLRP3 (CST, clone D4D8T, cat. #15101, 1:1000), anti-ASC (CST, clone D2W8U, cat. #67824, 1:1000), anti-cleaved caspase-1 (CST, clone E2G2I, cat. #89332, 1:1000), anti-cleaved IL-1β (CST, clone E7V2A, cat. #63124, 1:1000), anti-IL-1β (CST, clone D6D6T, cat. #31202, 1:1000), anti-AIM2 (CST, cat. #63660, 1:1000), anti-phospho-PPAR-γ (ser273)(Bioss, cat. #bs-4888R, 1:500), anti-PPAR-γ (CST, clone C26H12, cat. #2435, 1:1000). HRP-conjugated goat anti-rabbit (Jackson ImmunoResearch, cat. #111-035-003, 1:10,000), HRP-conjugated goat anti-mouse (Jackson ImmunoResearch, cat. #115-035-003, 1:10,000)

Immunofluorescence: anti-insulin (R&D Systems, Clone #182410, Cat #MAB1417, 1:200), anti-glucagon (Abcam, clone EP3070, #ab92517, 1:200), anti-Sox9 (Sigma Aldrich, #AB5535, 1:500), anti-Pdx1 (Abcam, clone EPR22002, cat. #ab219107, 1:1000), anti-Nkx6.1 (Abcam, clone EPR20405, cat. #ab221594, 1:100), anti-Neurogenin3 (Abcam, cat. #ab176124, 1:200), anti-cleaved caspase-3 (Asp175)(CST, clone 5A1E, cat. #9664, 1:400), Alexa Fluor 488 goat anti-rat (Invitrogen, cat. #A11006, 1:200), Alexa Fluor 546 goat anti-rabbit (Invitrogen, cat. #A11035, 1:200), Alexa Fluor 647 goat anti-mouse (Invitrogen, cat. #A32728, 1:200).

Magnetic Activated Cell Sorting: anti-ACE2-Biotin (Novus, cat. #NBP1-76614B, 1:10), anti-CD24-Biotin (Miltenyi Biotec, clone M1/69, cat. #130-101-982, 1:10)

### Validation

Validation statements for all used antibodies are available at the websites of the commercial providers.

anti-Fmo3 (Abcam, clone EPR6968, cat. #Ab126711), <https://www.abcam.com/products/primary-antibodies/fmo3-antibody-epr6968-ab126711.html>, Liu A et al, 2022.

anti-Hsp90 (Proteintech, clone 3F11C1, cat. #60318-1-Ig), <https://www.ptgcn.com/products/HSP90-Antibody-60318-1-Ig.htm>, Liu XF et al, 2022.

anti-ATP2A2/SERCA2(CST, clone D51B11, cat. #9580), <https://www.cellsignal.cn/products/primary-antibodies/atp2a2-serca2-d51b11-rabbit-mab/9580>, Ha Thu Nguyen, et al, 2023.

anti-β Actin (Proteintech, clone 2D4H5, cat. #66009-I-Ig), <https://www.ptgcn.com/products/Pan-Actin-Antibody-66009-1-Ig.htm>, Duanfang Cao, et al, 2023.

anti-phospho-PERK(Thr980)(CST, clone 16F8, cat. #3179), <https://www.cellsignal.cn/products/primary-antibodies/phospho-perk-thr980-16f8-rabbit-mab/3179>, Riyaz Mohamed, et al, 2023.

anti-PERK(CST, clone C33E10, cat. #3192), <https://www.cellsignal.cn/products/primary-antibodies/perk-c33e10-rabbit-mab/3192>, Riyaz Mohamed, et al, 2023.

anti-phospho eIF2α (CST, clone D9G8, cat. #3398), <https://www.cellsignal.cn/products/primary-antibodies/phospho-eif2a-ser51-d9g8-xp-rabbit-mab/3398>, Kuang-Chi Lai, et al, 2024.

anti-eIF2α (CST, clone D7D3, cat. #5324), <https://www.cellsignal.cn/products/primary-antibodies/eif2a-d7d3-xp-174-rabbit-mab/5324>, Hung-Chieh Lee, et al, 2023.

anti-phospho-IRE1 (Ser724) (Abcam, clone EPR5253, cat. #ab124945), <https://www.abcam.com/products/primary-antibodies/ire1-phospho-s724-antibody-epr5253-ab124945.html>, Chung AW et al, 2022.

anti-IRE1 (CST, clone 14C10, cat. #3294), <https://www.cellsignal.cn/products/primary-antibodies/ire1a-14c10-rabbit-mab/3294>, Elif Ertürk, et al, 2023.

anti-XBP-1s (CST, clone E9V3E, cat. #40435), <https://www.cellsignal.cn/products/primary-antibodies/xbp-1s-e9v3e-rabbit-mab/40435>, Huahua Wang, et al, 2023.

anti-ATF6 (Abcam, #ab203119), <https://www.abcam.com/products/primary-antibodies/atf6-antibody-ab203119.html>, Yu R, et al, 2022.

anti-Sox9 (Sigma Aldrich, #AB5535), <https://www.sigmaaldrich.cn/CN/zh/product/mm/ab5535>, Oeztuerk-Winder, F., et al, 2012.

anti-Pdx1 (Abcam, clone EPR22002, cat. #ab219207), <https://www.abcam.com/products/primary-antibodies/igr5-antibody-ab219207.html>, Chang ZY, et al, 2022.

anti-Nkx6.1 (Abcam, clone EPR20405, cat. #ab221549), <https://www.abcam.com/products/primary-antibodies/nkx61-antibody->

epr20405-ab221549.html, Zhang X, et al, 2022.  
 anti-Neurogenin3 (Abcam, #ab176124), <https://www.abcam.com/products/primary-antibodies/neurogenin3ngn-3-antibody-ab176124.html>, Gao D, et al, 2022.  
 anti-ChromograninA (Abcam, EPR22537-248, #ab254322), <https://www.abcam.com/products/primary-antibodies/chromogranin-a-antibody-epr22537-248-ab254322.html>.  
 anti-cleaved caspase-3 (Asp175)(CST, 5A1E, #9664), <https://www.cellsignal.cn/products/primary-antibodies/cleaved-caspase-3-asp175-5a1e-rabbit-mab/9664>, Sujin Choi, et al, 2024.  
 anti-caspase-3 (CST, D3R6Y, #14220), <https://www.cellsignal.cn/products/primary-antibodies/caspase-3-d3r6y-rabbit-mab/14220>, Elif Ertürk, et al, 2023.  
 anti-cleaved PARP (Asp214)(CST, 7C9, #9548), <https://www.cellsignal.cn/products/primary-antibodies/cleaved-parp-asp214-7c9-mouse-mab/9548>, Carly S Wilder, et al, 2023.  
 anti-PARP (CST, 46D11, #9532), <https://www.cellsignal.cn/products/primary-antibodies/parp-46d11-rabbit-mab/9532>, Kuang-Chi Lai, et al, 2024.  
 anti-NF-κB p65 (CST, D14E12, #8242), <https://www.cellsignal.cn/products/primary-antibodies/nf-kb-p65-d14e12-xp-174-rabbit-mab/8242>, Xiaoqian Guo, et al, 2024.  
 anti-phospho-NF-κB p65 (Ser536)(CST, 93H1, #3033), <https://www.cellsignal.cn/products/primary-antibodies/phospho-nf-kb-p65-ser536-93h1-rabbit-mab/3033>, Jian Ge, et al, 2023.  
 anti-NLRP3 (CST, D4D8T, #15101), <https://www.cellsignal.cn/products/primary-antibodies/nlrp3-d4d8t-rabbit-mab/15101>, Dong Zhang, et al, 2024.  
 anti-ASC (CST, D2W8U, #67824), <https://www.cellsignal.cn/products/primary-antibodies/asc-tms1-d2w8u-rabbit-mab/67824>, Lun Li, et al, 2023.  
 anti-cleaved caspase-1 (Asp296)(CST, E2G2I, #89332), <https://www.cellsignal.cn/products/primary-antibodies/cleaved-caspase-1-asp296-e2g2i-rabbit-mab/89332>, Mingxiang Ding, et al, 2024.  
 anti-cleaved IL-1β (Asp117)(CST, E7V2A, #63124), <https://www.cellsignal.cn/products/primary-antibodies/cleaved-il-1b-asp117-e7v2a-rabbit-mab/63124>, Huachun Cui, et al, 2023.  
 anti-IL-1β (CST, D6D6T, #31202), <https://www.cellsignal.cn/products/primary-antibodies/il-1b-d6d6t-rabbit-mab/31202>, Pin-Yi Liu, et al, 2023.  
 anti-AIM2 (CST, #63660), <https://www.cellsignal.cn/products/primary-antibodies/aim2-antibody/63660>, Vanessa Delcroix, et al, 2023.  
 anti-phospho-PPAR-γ (ser273)(Bioss, #bs-4888R), [http://bioss.com.cn/prolook\\_03.asp?id=AF08169606015370&pro37=1](http://bioss.com.cn/prolook_03.asp?id=AF08169606015370&pro37=1), Zhang Yudian, et al, 2023.  
 anti-PPAR-γ (CST, C26H12, #2435), <https://www.cellsignal.cn/products/primary-antibodies/pparg-c26h12-rabbit-mab/2435>, Mimi Zhang, et al, 2023.  
 HRP-conjugated goat anti-rabbit (Jackson ImmunoResearch, cat. #111-035-003), <https://www.jacksonimmuno.com/catalog/products/111-035-003>.  
 HRP-conjugated goat anti-mouse (Jackson ImmunoResearch, cat. #115-035-003), <https://www.jacksonimmuno.com/catalog/products/115-035-003>.  
 anti-insulin (R&D Systems, Clone #182410, Cat #MAB1417), [https://www.rndsystems.com/cn/products/human-mouse-bovine-insulin-antibody-182410\\_mab1417](https://www.rndsystems.com/cn/products/human-mouse-bovine-insulin-antibody-182410_mab1417), Y Wakabayash, et al, 2022.  
 anti-glucagon (Abcam, EP3070, #ab92517), <https://www.abcam.com/products/primary-antibodies/glucagon-antibody-ep3070-ab92517.html>, Benderradji H, et al, 2022.  
 Alexa Fluor 488 goat anti-rat (Invitrogen, cat. #A11006), <https://www.thermofisher.cn/cn/zh/antibody/product/Goat-anti-Rat-IgG-H-L-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-11006>.  
 Alexa Fluor 546 goat anti-rabbit (Invitrogen, cat. #A11035), <https://www.thermofisher.cn/cn/zh/antibody/product/Goat-anti-Rabbit-IgG-H-L-Highly-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-11035>.  
 Alexa Fluor 647 goat anti-mouse (Invitrogen, cat. #A32728), <https://www.thermofisher.cn/cn/zh/antibody/product/Goat-anti-Mouse-IgG-H-L-Highly-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A32728>.  
 anti-ACE2-Biotin (Novus, #NBP1-76614B), [https://www.novusbio.com/products/ace-2-antibody\\_nbp1-76614b](https://www.novusbio.com/products/ace-2-antibody_nbp1-76614b).  
 anti-CD24-Biotin (Miltenyi Biotec, M1/69, #130-101-982), <https://www.miltenyibiotec.com/CN-en/products/cd24-antibody-anti-mouse-m1-69.html#conjugate=biotin:size=30-ug-in-1-ml>.

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                   |                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
|-------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | MIN6 cells were obtained from Dr. Tao Xu, a professor from the Institute of Biophysics, Chinese Academy of Sciences. αTC1-6 cells were purchased from ATCC (Catalog: CRL-2934). The mice primary islets were obtained from males. The human primary islets were obtained from males and females.                                                                                                                                                |
| Authentication                                                    | MIN6 and αTC1-6 cells were authenticated by the cell morphology and function. Primary islets were authenticated by staining with dithizone (DTZ).                                                                                                                                                                                                                                                                                               |
| Mycoplasma contamination                                          | Cell lines were routinely tested for potential mycoplasma contamination by using commercial mycoplasma detection kits (Londa, LT07-418). The detection assays are selective biochemical tests to detect mycoplasma contamination in cell cultures. The kits exploit the activity of mycoplasmal enzymes which are found in the vast majority of about 200 mycoplasma species, but are not present in eukaryotic cells. All tests were negative. |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | There were no commonly misidentified lines in our study.                                                                                                                                                                                                                                                                                                                                                                                        |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
|-------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | 6-8 weeks old C57BL/6J mice (Vital River Lab Animal Technology, Beijing, China), 6-8 weeks old db/db mice (Model Animal Research Center of Nanjing University), Fmo3 knockout mice (generated by Beijing Biocytogen, China). 16 weeks old Ins1-GCaMP6f mice (gifted by Prof. Liangyi Chen at Peking University). Male mice were hosted for all experiments. Mice were maintained in a temperature- (21-23°C) and humidity- (50-60%) controlled environment with a 12 h light/dark cycle (7 AM–7 PM). |
| Wild animals            | No wild animals were used in the study.                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
| Reporting on sex        | It is much easier to induce disease in male mice. So male mice were hosted for disease model in our experiments.                                                                                                                                                                                                                                                                                                                                                                                     |
| Field-collected samples | No field collected samples were used in the study.                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
| Ethics oversight        | All experiments using animals were performed in accordance with protocols approved by the Animal Experimentation Ethics Committee of the Chinese Academy of Medical Sciences, and all procedures were conducted in accordance with the guidelines of the Institutional Animal Care and Use Committees of the Chinese Academy of Medical Sciences. All animal procedures were consistent with the ARRIVE guidelines.                                                                                  |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

|                       |                                       |
|-----------------------|---------------------------------------|
| Seed stocks           | No plants were involved in the study. |
| Novel plant genotypes | No plants were involved in the study. |
| Authentication        | No plants were involved in the study. |

How the deposited data were processed for this re-analysis (not part of the article)

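RNA-seq was analysed for MIN6 cells given vehicle or 100 nM TMAO for 18 h and stimulated with 2.8 or 16.8 mM glucose, with 3 libraries for each of the 4 conditions. The condition and replicate number of each library come from the sample labels and the names of the table columns. The paper's methods describe poly-T selection, the NEBNext Ultra kit and paired-end sequencing. They give 1.5 µg of RNA per sample, while the sample labels give 1 µg.

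The authors deposited a table of counts, with the number of fragments counted on each gene and no normalization, and a table of FPKM values. The paper's text does not name the aligner, the counting program or the genome build. Of the gene IDs in the tables, 53465 are Ensembl IDs and 557 are genes named by the provider. GENCODE M21, which is on GRCm38, lists 53360 of the Ensembl IDs, 51421 with the same coordinates. The deposited FPKM values equal the count divided by gene length and by a library total that differs from the sum of counts by at most 1.37%. Totals per library lay between 16793162 and 22340542, with a median of 18874700. At the lowest total, 3 counts are 1.79e-05% of a library. Within each condition, no pair of libraries was as alike as 2 draws from the same library: the median chi-square per gene, relative to such draws, was between 1.75 and 3.19.

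Counts were analysed in R 4.3.3 with edgeR 4.0.16: the filter filterByExpr by condition, TMM normalization, robust dispersion estimates and the robust quasi-likelihood F test, with all 12 libraries in a model of the 4 condition means. The 5 comparisons were TMAO against vehicle at each glucose level, high against low glucose with each treatment, and the interaction. Adjusted p-values are Benjamini-Hochberg values from this edgeR test, and genes were called at an adjusted p under 0.05. The standard error of a log2 fold change is its size divided by the square root of F. Normalized counts are counts scaled by the TMM library sizes. Genes are named in the text when the paper measures them, and otherwise when they are among the largest changes past the threshold. For the latter, the 5 largest rises and falls for TMAO at 16.8 mM glucose and the 3 largest for each other comparison were taken, with non-overlapping libraries and a mean of at least 50 counts. No gene met the rule for TMAO at 16.8 mM glucose.

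Gene set enrichment used fgsea 1.28.0 on 5 lists written by hand. Their membership could not be checked against the paper's sets, which its text does not give. Gene Ontology enrichment was not repeated, since no genes were called at 16.8 mM glucose. The steps were tested on simulated counts. In the first simulated data set, 16 of the 153 genes called by edgeR had not been changed, and 5 more data sets were simulated after that was seen. Over these 5, of 16004 to 16035 tested genes each, 39 of 760 called genes (5.13%) had not been changed. With no gene changed, 1 of 16007 was called. A simulated set of 60 genes lowered by 10% had an adjusted p of 1.21e-14, and 0 of 4 unchanged sets were called. Genes were simulated independently of each other, so these sets could not show an effect of correlation between genes.

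The alternatives were DESeq2's size factors in edgeR, the Wald test of DESeq2 1.42.0, no filter on low counts, at least 10 counts in every library, only the 6 libraries of a comparison, the replicate number as a block, limma 3.58.1 on log2(FPKM + 1) or log2(FPKM + 0.1), and each library left out. Fold changes from limma are on the log2 scale with that pseudocount, which understates the change of low genes. For TMAO at 16.8 mM glucose, other thresholds and the two-sided equal-variance test named in the paper's statistics section were also applied. The enrichment scores were recomputed with 2 other rankings, with camera and with Reactome sets. The rankings were by log2 fold change and by signal-to-noise. Signal-to-noise is the difference of the mean FPKM values over the sum of their SDs, with a floor on each SD. The pairing of libraries by replicate number comes from the column names and the labels; no text says that same-numbered cultures were handled together. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. All per-library columns of both tables were used.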

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

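The test for exchanged labels between glucose levels was chosen only after the result was seen, since the principal components had been; the other tests were written down before their own results were seen, though after the patterns they address.

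The paper does not report the comparison of high with low glucose, which carried most of the signal in these libraries. In vehicle-treated cells, 536 genes were called at an adjusted p under 0.05 (edgeR's quasi-likelihood test), 323 higher and 213 lower in 16.8 than in 2.8 mM glucose. In TMAO-treated cells, 591 were called, 325 higher and 266 lower. Of these, 340 genes were called with both treatments, all 340 in the same direction. In vehicle-treated cells the largest rises under the naming rule were those of Sik1 (log2 fold change 3.77), Spry4 (3.31) and Cebpd (3.26), and the largest falls those of Gadd45g (-1.18), Smad6 (-0.87) and Txnip (-0.80). In TMAO-treated cells they were Sik1 (3.79), Cebpd (3.26) and Nr4a1 (2.97), and Gadd45g (-1.07), Tuba8 (-0.76) and Msl3l2 (-0.75). As the naming rule requires, all 3 libraries at one glucose level lay above all 3 at the other for each of these genes, which 10% of genes show by chance.

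Technical explanations were tested for both responses. After every library was thinned to the smallest total, 90.5% of the genes called in vehicle-treated cells and 87.6% of those called in TMAO-treated cells were called again. Removing each library's trend of counts on gene length left 99.3% and 97.6%, and removing the trend on GC content left 99.4% and 87.8%; GC content was known for 97.1% of the tested genes. The corrections also changed the number of calls, most of all that on GC content, from 536 to 722 in vehicle-treated and from 591 to 651 in TMAO-treated cells. With length it was 570 and 624, and after thinning 519 and 547. Leaving out the 20 genes with the most counts left 100% and 99.7%. Of annotated pseudogenes, 0.719% were called in each comparison, against 1.78% and 1.76% of protein-coding genes of the same mean expression. Pseudogenes were thus not called in excess. Reads shared between a called gene and its pseudogenes were not examined, so their part in the calls is not excluded. All 6 libraries of each treatment were nearer the mean of their own glucose level than that of the other level, so no single library looked exchanged between glucose levels. An exchange of the 2 levels as a whole would not be seen by this test. Of the 10 splits of the 6 vehicle libraries, 1 gave as many genes as the real split, which was the real split itself, and the same held for TMAO (1 of 10). Among the 4 splits that part all same-numbered libraries the number was also 1 for each. The other splits gave at most 1 gene, whether or not they put same-numbered libraries on the same side. With 3 libraries against 3, a share under 0.05 is out of reach whatever the data, so by the splits alone the response cannot be told apart from a chance division of the libraries. The other results speak against chance. The 2 comparisons use different libraries, and across the genes called in either the log2 fold changes had a correlation of 0.903. The adjusted p of Sik1 was 6.49e-25 with vehicle and 3.51e-25 with TMAO (edgeR). A response of MIN6 cells to glucose is a hypothesis left by these tests. They did not address a batch or a difference in handling shared by all libraries of a glucose level. Such a difference could also change the same genes with both treatments, so it is not excluded.

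In low glucose, where the paper reports no RNA-seq comparison, 1 gene was called for TMAO against vehicle. Egr1 rose by 0.52 on the log2 scale (standard error 0.075, adjusted p = 0.00207, edgeR), from 326.7 ± 17.4 normalized counts with vehicle to 468.3 ± 43.3 with TMAO (SD, n = 3). Its 3 TMAO libraries all lay above the 3 vehicle libraries. At 16.8 mM glucose its log2 fold change was 0.019 (adjusted p = 0.987), and the interaction was -0.50 (standard error 0.095). For the interaction, edgeR's p was 1.16e-05 unadjusted and 0.188 adjusted over all genes. The unadjusted value is that of a gene picked for its change in 6 of the same libraries, so neither value settles whether the glucose levels differ. The adjusted p of Egr1 was 0.00322 after thinning to the smallest total, 0.00161 after removing the trend on gene length, 0.00203 after removing the trend on GC content and 0.00208 without the most counted genes. Over the settings that kept all libraries it ranged from 4.23e-08 with no filter on low counts to 0.33 with limma on log2(FPKM + 1), and it was 0.0721 without TMAO replicate 2. Egr1 was called in 1 of the 10 splits of the libraries, the real split, and in 1 of the 4 that part all same-numbered libraries. As many genes as in the real split were called in 6 of the 10 splits, and in 2 of those 4. The split with vehicle replicate 3 and TMAO replicates 2 and 3 on one side called 55 genes. That split keeps some same-numbered libraries on the same side. So does the one with vehicle replicate 1 and TMAO replicates 1 and 2 on one side, which called 5. The other splits that do so called 1 or 0 genes. For Egr1 itself, the real split alone is the smallest share that 3 libraries against 3 allow, so the splits could not have excluded chance whatever the data. A rise of Egr1 with TMAO in low glucose may be biological, but by the splits it cannot be told apart from a chance division of the libraries.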

How the results depend on the processing

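The alternatives below were set before the data were examined, except that the fold changes of genes named for the comparisons other than TMAO at 16.8 mM glucose were recomputed after the data had been seen.

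For TMAO against vehicle at 16.8 mM glucose, 0 genes were called (868 at an unadjusted p under 0.05). The count was also 0 with DESeq2's size factors (874 unadjusted), at least 10 counts in every library (794), the replicate block (1104), limma on log2(FPKM + 1) (878) or log2(FPKM + 0.1) (851), and with a log2 fold change of at least 1 required. It was 13 with no filter on low counts, 3 with DESeq2's Wald test, 3 with only the libraries of the comparison and 7 with DESeq2's Wald test on only those libraries. With other thresholds it was 868 at an unadjusted p under 0.05, 142 when a fold change of at least 1.5 was also required, 598 with DESeq2 on only the libraries of the comparison at an unadjusted p under 0.05, and 831 with the two-sided equal-variance test of the FPKM values at an unadjusted p under 0.05. The cause of these differences was not tested. Leaving out each of the 6 libraries gave from 0 to 1 genes. At an unadjusted p under 0.05, these fits gave from 445 genes without vehicle replicate 1 to 1308 without vehicle replicate 2.

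At 2.8 mM glucose, 1 gene was called for TMAO. It was 7 with no filter on low counts, 3 with only the libraries of the comparison, and 0 with limma on log2(FPKM + 1) (443 at an unadjusted p under 0.05) or log2(FPKM + 0.1) (453 unadjusted). With the replicate block it was 1. Leaving out a library gave from 0 to 1 genes. For the interaction, the count of 0 (545 unadjusted) became 6 with no filter and 1 with DESeq2's Wald test, stayed at 0 with the replicate block (709 unadjusted), and was from 0 to 2 with a library left out. The cause was not tested.

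For high against low glucose in vehicle-treated cells, the 536 calls stayed within 1.5 times that number in every alternative that kept all libraries. Leaving out a library gave from 328 to 475 genes, below that range only without low-glucose replicate 2 (341) or high-glucose replicate 3 (328). In TMAO-treated cells, limma on log2(FPKM + 1) called 347 genes (231 higher and 116 lower) and on log2(FPKM + 0.1) 337 (221 higher and 116 lower), of which 330 and 326 were among the 591 called by edgeR. Leaving out a library gave from 344 to 657 genes. The replicate block raised the counts to 717 and 783, which included 535 and 588 of the genes called without it. The cause was not tested.

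No NES passed an adjusted p of 0.05 except that of insulin secretion with vehicle replicate 2 or TMAO replicate 2 left out, where the range over the left-out libraries was from 0.778 to 1.54. The NES of the reactive oxygen species pathway reversed to -0.789 when ranked by log2 fold change and to -0.769 with the nearest Reactome set. Ranked by signal-to-noise of the FPKM values, it was 0.612. The adjusted p of camera was 0.453 for each of the 5 lists. The cause was not tested.

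The log2 fold change of Atp2a3 at 16.8 mM glucose stayed negative and its adjusted p above 0.05 in every alternative, with values from -0.10 to -0.033 and an adjusted p of at least 0.557. That of Atp2a2 was from -0.0096 to -0.006 with all libraries and from -0.026 to 0.0098 with a library left out. Other fold changes, most of them near 0, reversed when a library was left out. Atp2a1 and Pycard were not near 0 but had large standard errors (0.39 and 0.50). They ranged from -0.12 to 0.33 for Atp2a1, from -0.025 to 0.064 for Itpr1, from -0.036 to 0.0196 for Ins2, from -0.082 to 0.037 for Ucn3, from -0.046 to 0.0043 for Chga, from -0.33 to 0.60 for Pycard, from -0.025 to 0.031 for Eif2ak3, from -0.037 to 0.013 for Xbp1 and from -0.089 to 0.0089 for Atf6. Ins2 also reversed with no filter on low counts, to 7.6e-04. Among the other named genes, 8 results of 2 genes, Egr1 and Msl3l2, lost significance at the adjusted p over all genes, and 0 gained it. Ryr1 and the other genes that failed the filter on low counts have no main value and were not compared.

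Depth and replicate number limit small changes: in simulated counts, 32% of the genes with the smallest change simulated and 60% of those changed 1.5-fold were recovered, against 90% of those changed 2-fold.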

Differences from the paper's values

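The paper's count of genes upregulated by TMAO at 16.8 mM glucose is 203 and of genes downregulated 382, against 0 and 0 at an adjusted p under 0.05 in edgeR (868 at an unadjusted p under 0.05). Among the alternatives set before the data were examined, DESeq2's Wald test on only the libraries of the comparison, at an unadjusted p under 0.05, gave 204 higher and 394 lower, within 1.5 times both of the paper's counts. That is the setting under which the counts come close, not a statement of how the paper's counts were made. The filter left 15586 genes in those libraries. The 204 and 394 genes are together fewer than that many tests give at this threshold in the absence of any difference. For the downregulated genes alone, edgeR at an unadjusted p under 0.05 (498) and the two-sided equal-variance test of the FPKM values at an unadjusted p under 0.05 (390) also came within 1.5 times the paper's count. Their numbers of upregulated genes, 370 and 441, did not. With the other alternatives set before the data were examined, each count stayed more than 1.5 times from the paper's.

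The paper's NES of ER calcium ion homeostasis is about 1.1 in Supplementary Fig. 4f, read by eye, against 1.39 here with a list written by hand. Among the alternatives set before the data were examined, only fits that left out 1 library gave a value within the spread of those fits, 0.18, of the paper's. They were those without vehicle replicate 1 (1.12), vehicle replicate 2 (1.21), TMAO replicate 1 (1.23) or TMAO replicate 3 (1.12). The paper's NES of the reactive oxygen species pathway is about -1.5 in Supplementary Fig. 5h, read by eye, against 1.04 here. None of the alternatives set before the data were examined closed that gap. The sign was the paper's when genes were ranked by log2 fold change (-0.789) and with the nearest Reactome set (-0.769). It was opposite to the paper's when genes were ranked by signal-to-noise of the FPKM values (0.612).

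From GSEA and Gene Ontology enrichment together, the paper describes the first 3 gene sets of Supplementary Fig. 4f as reduced by TMAO to a significant extent. The false discovery rates printed in that figure all lie above 0.05, but the paper's text names no threshold for them. Gene Ontology enrichment was not repeated. Here the adjusted p was 0.226 for insulin secretion, 0.595 for cytosolic calcium ion transport and 0.38 for calcium ion transmembrane transport, with NES above 0, the side of higher expression in vehicle. Before adjustment over the 5 lists, the p of insulin secretion was 0.0452 by fgsea and 0.288 by camera. With vehicle replicate 2 or TMAO replicate 2 left out, its adjusted p by fgsea was 0.0299 and 0.0137. From RNA-seq, the paper describes Serca2 and Serca3 as lower with TMAO at 16.8 mM glucose. Its real-time PCR in MIN6 cells had Serca2a and Serca2b lower but Serca3 unchanged. It also reports lower Serca2b by digital PCR, and lower Serca2 protein and activity. Here the log2 fold change of Atp2a2 was -0.0078 (adjusted p = 0.994) and that of Atp2a3 -0.079 (adjusted p = 0.91, edgeR). The 95% confidence interval of Atp2a2 ran from -0.082 to 0.067. Counts per gene combine Serca2a and Serca2b, so a shift between them would not explain the difference from a fall of both. Its cause was not tested. No setting called Atp2a2 or Atp2a3 at an adjusted p under 0.05. The unadjusted p of Atp2a3 in edgeR was 0.0602 in the main fit. It was 0.0406 with the replicate block, 0.0298 without vehicle replicate 2 and 0.042 without vehicle replicate 3. With every other setting it was above 0.05, up to 0.411 without vehicle replicate 1. The two-sided equal-variance test of the FPKM values gave 0.163.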

Other observations

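The tests of same-numbered libraries, of nearness to the mean of a treatment and of immediate early genes were chosen only after the result was seen, at least in part: the principal components and single immediate early genes had been looked at. The adjusted p over the paper's genes was recomputed under the other settings after the data had been seen.

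Of the 12 libraries, 7 were nearer the mean of their own treatment at the same glucose level than that of the other treatment, with the library itself and its same-numbered counterpart left out; 5 of these 7 were among the 6 libraries at 16.8 mM glucose. Over both glucose levels, an effect of TMAO on overall expression no larger than the spread between cultures is a hypothesis that fits the 7 of 12; the 5 of 6 at 16.8 mM glucose leave it open there. At 16.8 mM glucose, the 0 genes called in the real split (868 at an unadjusted p under 0.05) were matched by all 10 splits of the 6 libraries, and by 4 of the 4 that part all same-numbered libraries, which a count of 0 makes certain. As many as 868 genes at an unadjusted p under 0.05 were given by 2 of the 10 splits, and by 1 of those 4, the real split. The highest was 1174, with vehicle replicate 2 and TMAO replicates 2 and 3 on one side. At 2.8 mM glucose, as many as the 357 of the real split were given by 9 of the 10 splits, and by 3 of those 4. For the interaction, treatments were exchanged within same-numbered pairs, which makes 32 splits. All 32 gave at least the 0 genes of the real one (545 at an unadjusted p under 0.05), and 9 of the 32 gave as many genes at an unadjusted p under 0.05.

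Libraries with the same replicate number deviated together to a small degree. Over all pairs of conditions the mean correlation of their deviations was 0.033 (one-sided exact permutation test, p = 0.0324), and between vehicle and TMAO in low glucose it was 0.129. A candidate explanation is a batch shared by same-numbered cultures, which the labels neither give nor exclude; no biological explanation was tested. With the replicate block, 1 gene was called for TMAO at 2.8 mM glucose, as without it.

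Egr1 is an immediate early gene, and it had been seen near the top of the ranking together with Dusp6 and Fosb before a list of 51 other immediate early genes, without these 3, was written from general knowledge. Of the 46 tested, 33 were higher and 13 lower with TMAO, with a mean log2 fold change of 0.082. An unadjusted p under 0.05 was reached by 9, and an adjusted p under 0.05 over the list by 3. The list ranked above other genes (camera, two-sided p = 3.4e-05 with camera's preset correlation between genes). With the correlation estimated from the libraries (0.06), the p was 0.0317. The real split moved the mean of the list furthest: 1 of the 10 splits of the libraries moved it as far, and 1 of the 4 that part all same-numbered libraries. The margin was small, since the next split moved it by 0.077. The real split alone is the smallest share that 3 libraries against 3 allow, so the splits could not have excluded chance whatever the data. A small rise of immediate early genes with TMAO in low glucose is a hypothesis that may be biological, but by the splits it cannot be told apart from a chance division of the libraries, and differences in handling between cultures were not tested.

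Of the 35 genes whose mRNA or protein the paper measures in other experiments or in Supplementary Fig. 4g, 26 could be tested for TMAO at 16.8 mM glucose. Of these, 11 were higher and 15 lower with TMAO, from a log2 fold change of 0.29 for Pycard (5 to 18 counts per library) to -0.24 for Mafa. At an adjusted p under 0.05 over the list, 0 passed; 1 had an unadjusted p under 0.05, Nkx6-1, with a log2 fold change of -0.18 (standard error 0.062, adjusted p = 0.274 over the list, edgeR). That call depends on the setting. With the replicate block the log2 fold change of Nkx6-1 was -0.17 and its adjusted p over the list 0.0144, so that it passed. It also passed with only the libraries of the comparison (0.0184), with DESeq2's Wald test on only those libraries (0.0171), with no filter on low counts (0.00321) and without vehicle replicate 2 (0.0239), where Mafa passed too. In the other settings it did not pass, and over all settings its adjusted p over the list ranged from 0.00321 to 0.923. Its fold change was negative in every setting, and its 3 TMAO libraries lay below the 3 vehicle libraries, as 10% of genes have by chance. In the 6 libraries at 16.8 mM glucose, Nlrp3 had at most 1 count, Aim2 at most 3, Casp1 at most 4 and Tnf at most 7. At a depth of 16793162 to 22340542 counts these genes are near or below the smallest share that can be shown.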
